# New, potent, small molecule agonists of tyrosine kinase receptors attenuate dry eye disease

**DOI:** 10.3389/fmed.2022.937142

**Published:** 2022-08-25

**Authors:** Zhiyuan Yu, Shaon Joy, Tianxiong Mi, Ghasem Yazdanpanah, Kevin Burgess, Cintia S. de Paiva

**Keywords:** dry eye, tyrosine kinase receptors agonists, goblet cell, NFkapapB, inflammation, gene expression, *Ptger*, prostaglandin E receptor

## Abstract

Nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), and neurotrophin3 (NT-3) bind to tyrosine kinase (Trk) receptors, TrkA, TrkB, and TrkC, respectively. This study investigated the efficacy of novel molecule agonists of Trk receptors in an *in vivo* model of dry eye disease (DED). Small molecule TrkC agonist (C1) and a pan-Trk agonist (pan) were synthesized for this. C57BL/6J mice were subjected to desiccating stress (DS) and received bilateral eye drops of **C1**, **pan,** or vehicle (2x/day). Dry eye signs, inflammation and expression of corneal barrier function, and conjunctival goblet cell (GC) densities were measured as part of the DED phenotype. Corneal epithelial lysates were collected for either western blot or RNA extraction. Extracted total RNAs were used for NanoString analyses. Immunofluorescent staining was performed on whole-mount corneas using anti-TNFAIP3 and anti-EP4 antibodies. Compared to vehicle, mice subjected to desiccating stress and treated with agonists **pan** and **C1** showed improved corneal barrier function, while **C1** also increased GC density. NanoString analyses revealed upregulation of specific mRNA transcripts (*Ptger4, Tnfaip3*, *Il1a and Ptger4*, *Tlr3*, *Osal1)* in **pan-** and **C1**-treated corneas compared to vehicle-treated corneas. Western blots showed that **pan** and **C1** decreased vehicle-induced NFkB nuclear translocation after DS for one day and increased EP4 and TNFAIP3 protein levels after 5 days of DS in corneal epithelium lysates. We conclude that small-molecule agonists of Trk receptors improve DED by decreasing NFkB activation and increasing protein expression of anti-inflammatory molecules TNFAIP3 and EP4. Surprisingly, the most efficacious small molecule agonists were not TrkA selective but TrkC and panTrk, suggesting that wider exploration of TrkB and C and pan Trk agonists are warranted in efforts to treat DED.

## Introduction

Dry eye disease (DED) affects millions of patients worldwide. Clinically, patients complain of irritation, burning, and pain. Dry eye disease is characterized by decreased corneal sensitivity and cornea epitheliopathy; in severe cases, these can lead to ocular perforations. Irregular corneal surfaces caused by DED can lead to loss of functional vision and loss, significantly impacting daily activities, such as driving, reading, and using a computer.

Neurotrophins, protein growth factors, including nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), neurotrophin3 (NT-3), and NT-4, regulate the growth, survival, and differentiation of neurons and many other neuroectoderm tissues (1). Most “positive” signaling from neurotrophins is mediated by binding to tyrosine kinase (Trk) receptors. These Trk receptors are selective (NGF for TrkA; BDNF and NT-4 for TrkB; and NT-3 for TrkC) but not specific. For instance, NT-3 binds TrkA with a lower affinity than TrkC.

Neurotrophins, NGF, NT-3, –4, BDNF, and all the Trk receptors, are in the stroma and epithelial cells of the cornea (2). Breakdown of nerve distribution in the cornea causes epithelium disruption and ulceration (3). Corneal nerves (and other regions around the eye) secrete growth factors like these to counteract epithelium disruption. Hence, neurotrophins are important for corneal function. Corticosteroids can interact with the receptor tyrosine kinase for BDNF (TrkB), playing an important role in the beneficial effects of BDNF. As such, corticosteroids can be useful in DED therapy (4).

Neurotrophins are intimately related to wound healing in the cornea, but the potential of small molecules which selectively stimulate Trk receptors in DED is largely unexplored. In this study, we use an experimental DED model to investigate the efficacies of novel small molecule Trk agonists. **Pan** and **C1** decreased desiccation-induced corneal barrier disruption while **C1** improved conjunctival goblet cell density. They increase EP4 and TNFAIP3 protein expression and decrease NFkB translocation, suggesting that they can be novel therapies for DED.

## Materials and methods

### Animals

Institutional Animal Care and Use Committees at the Baylor College of Medicine approved all animal experiments (protocol 8510). All studies adhered to the Association for Research in Vision and Ophthalmology for the Use of Animals in Ophthalmic and Vision Research and to the National Institutes of Health guide for the care and use of Laboratory Animals (NIH Publications No. 8023, revised 1978). Experiments were performed at the Ocular Surface Center, Department of Ophthalmology, Baylor College of Medicine (Houston, Texas).

Young breeder pairs of C57BL/6J (B6) mice were purchased from The Jackson Laboratory (Bar Harbor, ME) for establishing colonies. Totally 199 female B6 mice were maintained in a specific pathogen-free vivarium and then used at the age of 6 to 10 weeks. Mice were housed at specific pathogen-free Baylor College of Medicine facilities and were kept on daily cycles of 12 h/light and 12 h/dark with *ad libitum* access to food and water. Dry eye is more frequent in women (5) and aged male mice do not develop corneal barrier disruption (6) (a hallmark of DED), so only females were used. Final sample sizes per endpoint can be found in the Figure legends.

### General procedure for syntheses of **C1** and **pan**, and characterization and evaluation of tyrosine kinase selectivity

*N*-Boc-*cis*-4-*N*-Fmoc-amino-L-proline (Boc is *tert*-butyloxycarbonyl and Fmoc is 9-fluorenyloxycarbonyl; 0.48 mmol) was dissolved in DMF (4 mL) and then DIPEA (di-*iso*-propyl ethyl amine, 1.2 mmol) was added. Half of the solution placed in a syringe with 2-chlorotrityl resin (0.2 mmol) was microwaved at 50*^o^*C for 30 min. The spent solution was drained, and the other half of the reagent solution was added. The mixture was microwaved at 50*^o^*C for 30 min, drained, and the loaded resin was washed by DMF (2 mL) for 3 min. About 20% Piperidine/DMF (2 mL) was added and the mixture was microwaved at 50*^o^*C for 10 min, then the spent solution was drained. The same procedure was repeated once to fully deprotect the Fmoc group. The resin was washed by DMF (2 mL) for three times after each step.

Couplings and deprotection of regular Fmoc-protected amino acids were then implemented on a peptide synthesizer (Liberty Blue, CEM) using a reaction scale of 0.25 mmol. Coupling was performed using Oxyma (activator base, 1.0 M, 1 mL) and DIC (N,N’-Diisopropylcarbodiimide, 0.5 M, 2 mL) activator for the Fmoc-amino acids (0.2 M, 5 mL); resin was mixed and microwaved at 50*^o^*C for 15 min. After this time, the spent solution was drained and the resin was washed with DMF (2 mL) for 3 min. For Fmoc removal, 20% piperidine/DMF (5 mL) was added to the reaction vessel and microwaved at 50*^o^*C for 10 min. The spent solution was drained and the resin was washed by DMF (2 mL) for 3 min.

After repeated coupling and deprotection cycles, the resin-linked linear peptide was transferred back to a syringe. About 20% HFIP/CH_2_Cl_2_ (hexafluoro-*iso*-propanol 3 mL) was added and shaken for 3 h to cleave the peptide from the resin. The solution was stored in a round bottom flask (250 mL), and solvents (HFIP, CH_2_Cl_2_) were removed by airflow. HATU (*N*-[(dimethylamino)-1*H*-1,2,3-triazole-[4,5-*b*]pyridin-1-ylmethyl ene]-*N*-methylmethanaminium hexafluorophosphate *N*-oxide, 0.6 mmol), HOAt (1-Hydroxy-7-azabenzotriazole, 0.6 mmol), 2,4,6-collidine (0.6 mmol), and DMF (60 mL) were added to the flask. The mixture was stirred for 8 h to cyclize the linear peptide. The DMF was removed by high-vacuum rotavapor. Water/acetonitrile (2∼3 mL) was added to dissolve the remaining oils, and the side chain-protected cyclic peptide was purified by preparative HPLC. The purified cyclic peptide is dissolved in 95% TFA/2.5% H_2_O/2.5% TIPS and stirred for 3 h to deprotect all remaining protecting groups. Diethyl ether was added, and the deprotected compound was precipitated and collected after centrifugation for 5 min. The precipitate was dissolved by water/acetonitrile (2∼3 mL). The crude peptide was further purified by preparative HPLC to yield a pure product. Retention times were from analytical HPLC using a Zorbax SB-C18 column (Agilent) with a 20-min gradient between 5% solvent A (99.9% water, 0.1% TFA) and 95% solvent B (99.9% acetonitrile, 0.1% TFA), and 95% solvent A and 5% solvent B. Expected masses were obtained from ESI-MS.

### Cell survival assays

Cells were seeded at a density of 20k per well in 96-well plates in complete media, allowed to adhere for 24 h, then washed with DPBS (Dulbecco’s phosphate-buffered saline) and incubated in serum-free media for 48 to 72 h in the presence of the compound and suboptimal neurotrophin (0.2 nM for NGF and NT-3, and 0.6 nM for BDNF). Cell survival was quantified via AlamarBlue assay and normalized to DMSO (dimethyl sulfoxide 0%) and optimal levels of neurotrophin (100%). A dose response was calculated.

### Storage and preparation of **A1, C1, pan**, and **D3** for *in vitro* and *in vivo* studies

Compounds **A1, C1, pan,** and **D3** (now known as Tavilermide) were kept at –80°C until ready to use. They were dissolved in DMSO to get 20 mM stock and further diluted in either medium for *in vitro* studies or PBS for topical treatment.

### Toxicity assays *in vitro* cornea culture and WST-1 analysis

Primary corneal epithelial cells were established following our publications (7). In brief, C57BL/6J corneas were excised under a dissection microscope and placed in a petri dish with dissecting medium on ice. After trimming off any iris, corneas were cut into four pieces and transferred as explants to a 48-well culture plate. After letting the cornea pieces adhere to the bottom of the well, SHEM medium was added (DMEM + F12 + 10%FBS with EGF 5 ng/ml, cholera toxin A subunit 30 ng/ml, hydrocortisone 21-hemisuccinate sodium salt 0.5 ug/ml, 0.5% DMSO, 1X ITS, gentamicin 50 ug/ml, and amphotericin). Explants were incubated at 37°C with 5% CO_2_. When cornea epithelial cells had grown to almost confluent, **pan** and **C1** were added at 10, 50, and 100 μM, respectively. WST-1 reagent was added at 1:10 according to the company protocol (Abcam, Cat# ab155902). The absorbance of untreated (control) and treated wells was monitored in a microplate reader (OD = 420–480 nm, 0, 2, 4, 6, and 24 h, reference wavelength 650 nm).

### Desiccating stress and topical dosing regimen

Desiccating stress (DS) was induced by inhibiting tear secretion with scopolamine hydrobromide (Greenpark, Houston) in drinking water (0.5 mg/mL) (8) and housing in a cage with a perforated plastic screen on one side to allow airflow from a fan placed 6 inches in front of it for 16 h/day for 1 or 5 consecutive days (DS1, DS5). Room humidity was maintained at 20 to 30%. Control mice were maintained in a non-stressed (NS) environment at 50 to 75% relative humidity without exposure to air draft.

Mice received topical eye drops (5 μl/eye, twice per day) of either with the vehicle (PBS) or increasing concentrations (10 μM, 50 μM, or 100 μM) of **C1**, **A1**, **pan,** or Tavilermide (10 μM). Eye drops were prepared by diluting 20 mM stock concentration into sterile PBS.

### Measurement of corneal barrier function

Corneal barrier function was assessed by quantifying corneal epithelial permeability to 70-kDa Oregon-Green-Dextran-AlexaFluor-488 (OGD; Invitrogen, Carlsbad, CA) according to a previously published protocol but with modifications. In brief, 1 ul of a 50 mg/ml solution of OGD was instilled onto the ocular 1 min before euthanasia. Corneas were rinsed with 2 mL of PBS and photographed with a stereoscopic zoom microscope (model SMZ 1500; Nikon) under fluorescence excitation at 470 nm. OGD staining intensity was graded in digital images by measuring the mean fluorescence intensity within a 2-mm diameter circle placed on the central cornea using NIS Elements software (version AR, 5.20.02) by two masked observers. The mean intensity of the right and left eyes were averaged, and the mean average from biological replicates was calculated and analyzed.

### Histology and periodic acid-schiff staining

Eyes and ocular adnexa were excised, fixed in 10% formalin, paraffin-embedded, and cut into sections (5 mm thick) using a microtome (Microm HM 340E; Thermo Fisher Scientific, Waltham, MA). Sections cut from paraffin-embedded globes were stained with periodic acid Schiff reagent (PAS). Goblet cell densities were measured in the superior and inferior bulbar and tarsal conjunctiva using NIS-Elements software AR, version 5.20.2 (Nikon, Melville, NY), and expressed as a number of positive cells per millimeter.

### NanoString^®^ data analyses using ROSALIND ^®^

A total of 248 transcripts were quantified with the NanoString ^®^ nCounter multiplexed target platform using the mouse Inflammation panel.^1^ Supplementary Table 1 shows the list of all genes in the panel. nCounts of mRNA transcripts were normalized using the geometric means of housekeeping genes (Cltc, Gapdh, GusB, Hprt, were1, and Tubb5). Data were analyzed with a HyperScale architecture developed by ROSALIND ^®^, Inc.^2^ (San Diego, CA). Read distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step. Normalization, fold changes, and p-values were calculated using criteria provided by NanoString ^®^. ROSALIND ^®^ follows the nCounter Advanced Analysis protocol of dividing counts within a lane using the same lane’s geometric mean of the normalizer probes. Housekeeping probes for normalization are selected based on the geNorm algorithm implemented in the NormqPCR R library (9). Abundances of cell populations were calculated on ROSALIND ^®^ using the NanoString ^®^ Cell Type Profiling Module. ROSALIND ^®^ performs filtering of cell type profiling to isolate results with a p-value smaller than or equal to 0.05. Fold changes and p-values are calculated using the fast method described in the nSolver ^®^ Advanced Analysis 2.0 User Manual. P-value adjustment is performed using the Benjamini-Hochberg method of estimating false discovery rates (FDR). Clustering genes for the final heatmap of differentially expressed genes was done using the PAM (Partitioning Around Medoids) method using the FPC R library (10) which considers the direction and type of all signals on a pathway for the position, role, and type of every gene. Hypergeometric distribution was used to analyze the enrichment of pathways, gene ontology, domain structure, and other ontologies. The topGO R library was used to determine local similarities and dependencies between GO terms to perform Elim pruning correction. Several database sources were referenced for enrichment analysis, including Interpro, NCBI5, MSigDB (11), REACTOME (12), and WikiPathways (13). Enrichment was calculated relative to a set of background genes relevant to the experiment. Data analyzed in ROSALIND were downloaded and heatmaps were constructed using the GraphPad Prism software.

### Western blotting for TNFAIP3, EP4, and Phospho NFkB p65

C57BL/6J corneal epithelium was scraped and lysed in RIPA lysis buffer (Thermo Fisher, Waltham, MA, Cat# 89900) plus protease inhibitors cocktail (SIGMA, St. Louis, MO, Cat# P8340) or was lysed to extract cytoplasmic and nuclear proteins with a nuclear extraction kit and stored at 80°C until use. A biological sample results from pooling corneas from at least four mice/group. Protein concentration was measured using a micro-BCA protein assay kit (Thermo Fisher, Waltham, MA, Cat# 23235). Cornea and conjunctiva extracts (30 ug) were resuspended in SDS sample buffer, boiled for 5 min, and analyzed on 4 to 15% mini-protean TGX stain-free gels (Bio-Rad, Hercules, CA, Cat# 4568084). The proteins were electrophoretically transferred to polyvinylidene difluoride membranes (Bio-Rad, Cat# 170-4157). Blots were probed with an anti-TNFAIP3 (Table 1), anti-EP4 (Proteintech, Rosemont, IL, Cat# 24895-1-AP), anti-phospho-NFkB p65 antibodies (Abcam, Cambridge, MA, Cat# ab106129), or an anti-actin antibody (SIGMA, St. Louis, MO, Cat# A5441) overnight at 4°C. Blots were washed extensively with a solution containing 50 mM Tris, pH 8.0, 138 mM NaCl, 2.7 mM KCl, and 0.05% Tween 20. Antigen-antibody complexes were detected using the ECL protocol (GE Healthcare, Chicago, IL, Cat# RPN2106) using horseradish peroxidase-conjugated goat anti-mouse IgG as the secondary antibody. Images were taken by ChemiDoc Touch Imaging Systems (Bio-Rad), and band densities were measured by Bio-Rad software (Image Lab version 6.0; Bio-Rad). First, the band intensity of the marker of interest was measured, then we measured the loading control, and then calculated the marker/loading control ratio. Digital images of the whole blots are included in the Supplementary material.

**TABLE 1:** Antibodies used in this study.

Antibody type	Target	Host	Reaction	Conjugation	Company (Catalog No.)	Dilution	Application
Primary	PTGER4	Rabbit	Mouse	none	Proteintech (24895-1-AP)	1:240	IMM
Primary	TNFAIP3	Rabbit	Mouse	none	Proteintech (23456-1-AP)	1:240/1:1000	IMM/WB
Primary	TNFAIP3	Rabbit	Mouse	none	Cell Signaling (5630S)	1:1000	WB
Primary	TNFAIP3	Rabbit	mouse	none	ThermoFisher PA5-86684	1:1000	WB
Primary	pNFκB p65	Rabbit	Mouse	CoraLite^®^594	Proteintech (CL594-10745)	1:40	IMM
Primary	pNFκB p65	Rabbit	Mouse	none	Abcam (ab106129)	1:1000	WB
Primary	PCNA	Mouse	Mouse, Human	none	Abcam (Ab29)		WB
Secondary	IgG (H + L)	Goat	Rabbit	Alexa-Fluor 488^®^	Jackson ImmunoResearch (111-545-003)	1:1000	IMM
Secondary	IgG (H + L)	Goat	Rabbit	HRP	Abcam (ab6721)	1:4000	WB

IMM, immunostaining; WB, western blot.

### Whole-mount immunofluorescence staining and confocal microscopy

Corneas were dissected from female C57BL/6J and fixed in 100% methanol for 20 min at –20°C, followed by washing with HBSS (HANK’s Buffered Sodium Saline) for 3 × 5 min with gentle shaking at room temperature (25°C). Cryosections were prepared using a cryostat and stored at –80°C until ready to use. Corneas or cryosections were permeabilized with 0.4% Triton X-100 in Hanks’s media for 30 min at 25°C and with gentle shaking. Goat serum (20%, Sigma, United States) diluted in HBSS was used for 1 h of blocking at RT. Then, the corneas or eyeball sections were incubated with primary antibodies (Table 1) diluted in 5% goat serum in HBSS with mentioned concentrations overnight at 4°C with gentle shaking at dark. Samples were then washed with 0.4% Triton X-100 for 3 × 6 min at RT with gentle shaking, followed by incubation with secondary antibodies (Table 1) diluted in 5% goat serum/HBSS for 1 h at RT with gentle shaking and light protection. After, the samples were washed for 3 × 10 min with 0.4% Triton X-100 in HBSS and then counterstained with Hoechst (1:500 in HBSS) for nuclei staining (30 min at RT and dark with gentle shaking). Ultimately, the samples were washed 3 × 5 min with HBSS and coverslips were applied. These immunofluorescence stained whole-mount corneas or cryosections were visualized using laser scanning Nikon confocal microscope (Nikon A1 RMP, Nikon, Melville, NY, United States) and 0.5 μm Z-step. Captured images were processed using NIS Elements Advanced Research (AR) software version 4.20 (Nikon). Images were processed using the Denoise function. The intenstiy of staining was calculated by a masked examiner by selecting the function “area autodetect” of NIS Elements, which measures both the intensity and the area. The final intensity was expressed as gray levels/μm^2^ and biological samples within the group were averaged.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism software (GraphPad Software, San Diego, CA, version 9.1). Data were first evaluated for normality with the Kolmogorov–Smirnov normality test. Then, appropriate parametric (*T*-test) or non-parametric (Mann–Whitney) statistical tests were used to compare the two groups. Whenever adequate, one-way or two-way ANOVA or Kruskal–Wallis followed by *post hoc* tests were used. All experiments were repeated at least once. The final sample per experiment is shown in the Figure legends.

## Results

Turn regions in the neurotrophins have a large influence on Trk-selectivity, and mimicry of these has successfully generated small molecules with partial agonistic properties like Tavilermide (1). Crystallographic evidence indicates that NGF binds by burying its three beta-turns (per monomer) into the transmembrane region of TrkA; unfortunately, regions where the turns contact the receptor were not resolved in that structure. Based on this evidence, and from literature studies featuring point mutations and generation of chimeric proteins (1), these turns determine Trk binding selectivities. Based on that hypothesis, Tavilermide was designed by our group to mimic *i* + 1, *i* + 2 residues of the 94, 95 turns in NGF. It proved to be a partial agonist of TrkA and did not bind TrkC or p75. Progression of Tavilermide to phase 3 clinical trials underlines the potential of Trk agonists for the treatment of DED. However, Tavilermide seems to be stalled in phase 3 clinical trials, possibly due to inadequate efficacy. Moreover, it contains an aromatic nitro functionality, which tends to impart poor toxicity profiles. Toxic effects did not emerge in phase 2 trials, but these are relatively short-term, so concerns remain regarding long-term dosage effects for chronic DED. Consequently, we prepared *a new* neurotrophin loop mimicking small molecules, featuring techniques designed and patented by Burgess. New loop mimics were produced to encapsulate amino acids corresponding to key loops in NGF, NT-3, and BDNF (Supplementary Figures 1–3).

Cell survival assays were used to investigate Trk specificities of the new compounds because they provide direct readouts of biological responses. Supplementary Figure 3 shows data for **A1**, **C1**, and **pan**. Stable transfectant cells expressing TrkA to C were used (based on parental cell lines that express none of these receptors or p75; HeLa for A, HEK293 for B, and NIH3T3 for C since they were not able to make them in a single cell line). We tested for cell survival in serum-free media (SFM) as a measure of true agonism (no neurotrophins) and for partial agonism (sub-optimal concentrations of appropriate neurotrophins). One compound, **A1**, was a pure (*i.e.*, not partial) TrkA agonist with selectivity for that receptor over B and C (Supplementary Figure 4). Compound **C1** was a selective partial agonist for C, and **pan** was one of the most potent agonists which activated all three receptors. Dose-response data were recorded for these three compounds (Supplementary Figure 5). Unlike Tavilermide, **A1**, **C1,** and **pan** do *not* contain a nitro group or other functionalities with obvious adverse toxicity liabilities.

Based on these survival data, **A1**, **C1,** and **pan** were tested *in vitro*. Increasing concentrations of **C1** and **pan** were added to confluent murine primary cornea cultures for up to 24 h and toxicities of epithelial cells were evaluated through the WST-1 cell proliferation assay. We observed that both compounds were not toxic to the corneal epithelium (not shown).

### Topical **pan** and **C1** treatment prevents desiccation-induced corneal barrier disruption and goblet cell loss

Corneal barrier disruption and goblet cell loss are hallmarks of DED. One of us (CSdP) has published extensively on a desiccating stress model that recapitulates these findings. Thus, the novel Trk analogs were tested in this experimental DED model by subjecting mice to desiccating stress by treating with **A1, pan, C1,** Tavilermide, or vehicle topically, 2x/day *vs.* non-stressed, naïve mice controls. Compared to naïve mice, vehicle-treated, desiccated mice showed corneal barrier disruption, indicating dry eye induction. Dose responses for **A1**, **pan,** and **C1** (10, 50, and 100 μM) were determined while Tavilermide was used at 10 μM. Topical treatment with **A1** and, surprisingly, Tavilermide showed no difference compared to vehicle-treated animals, and investigation of their efficacy was not tested further. Compared to treatment with vehicle, the two smallest doses of **pan** and **C1** (10 μM, 50 μM) showed an improvement in corneal barrier function (Figures 1A,B).

**FIGURE 1:**
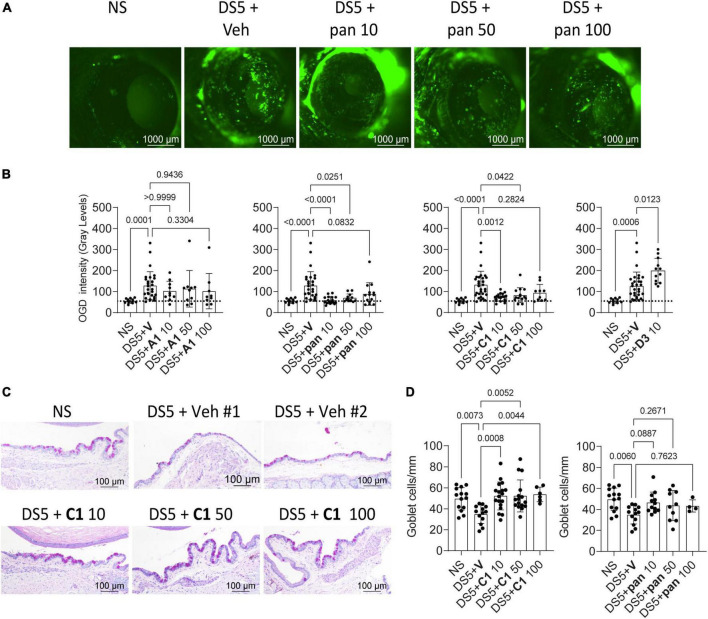
Small molecules improve dry eye disease. **(A)** Representative images of C57BL/6 mice corneas stained with Oregon-green Dextran (OGD) after the mice were subjected to desiccating stress for 5 days (DS5) with topical vehicle or eye drops containing increasing concentrations of pan. Numbers after the compound indicate the concentrations (10, 50, or 100 μM). NS, non-stressed, naïve controls. Scale bar = 1,000 μm. **(B)** Cumulative corneal barrier evaluation in mice subjected to desiccating stress for 5 days (DS5). Mice receiving eye drops of either A1, C1, pan, or D3 (Tavilermide) or vehicle (Veh). Numbers after the compound indicate concentrations (10, 50, or 100 μM). Each dot represents one animal (average of right and left eyes, *n* = 11–31). Non-parametric Kruskal–Wallis non-parametric test followed by Dunn’s comparison. P-Value as shown. **(C)** Representative images of conjunctival sections stained with PAS (purple-magenta) showing increased goblet cell density after topical treatment with C1. **(D)** Cumulative graph of conjunctival goblet cell density. Non-parametric Kruskal–Wallis followed by Dunn’s multiple comparison test. Scale bar = 100 μm. Each dot represents one animal, *n* = 5–18. P-value as shown.

It has been shown that Tavilermide can stimulate mucin production in a rat model of DED (14). Therefore, **pan** and **C1** were tested to see if these would also decrease desiccation-induced goblet cell loss during DS. Eyes and adnexae were collected after 5 days of desiccating stress and histologic sections were prepared and stained with PAS (Figure 1C). Treatment with **C1** significantly increased conjunctival GC density, while treatment with **pan** increased goblet cell density but did not reach statistical significance (Figure 1D).

These results indicate that **pan** and **C1** improve clinical signs of DED but not **A1** nor Tavilermide**. C1** eye drops, but not pan, prevented desiccation-induced goblet cell loss.

### Topical **pan** and **C1** decrease early NFkB translocation in the corneal epithelium

Nuclear factor kappa-light-chain-enhancer of activated B cell (NFkB) has been implicated in autoimmunity, including Sjögren Syndrome. We have previously shown that nuclear translocation of NFkBp65 increased in corneal epithelium after 1 day of desiccating stress (15), so we chose to investigate that timepoint. Mice were subjected to DS for 1 day in experiments to test if our novel agonists (**C1** and **pan**) would prevent this. There was an inverse dose response for our studies evaluating the corneal barrier function, so studies were continued using only the 10 μM dose. Thus, whole corneas were collected for immunostaining and corneal epithelium was scraped and cell nuclear lysates were prepared. Whole-mount corneas were stained with anti-phospho NFkB p65 antibody (Figure 2A). There was a marked cytoplasmic upregulation of NFkB and nuclear translocation in the vehicle-treated corneas after 1 day of desiccation. To our delight, this was diminished by topical treatment with **C1** and **pan** (Figure 2A). Cell lysates were subjected to nuclear extraction, and performed western blot studies to validate our immunostaining results (Figure 2B); both **C1-** and **pan**-treated corneas had decreased band intensities for nuclear phospho-NFkB p65. We also repeated this after 5 days of desiccation: **pan**-treated corneas showed a 50% decrease in NFkB nuclear translocation, but not **C1** (Figure 2C). These observations indicate that both **C1** and **pan** decrease early-desiccation-induced NFkB activation, but only **pan** maintains it until day 5 of desiccating stress.

**FIGURE 2:**
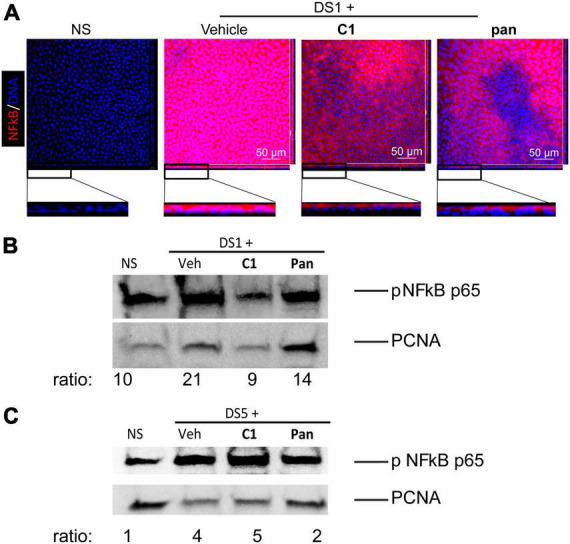
Topical Treatment With C1 and pan Eye Drops Decrease Early Cornea NFkB Nuclear Translocation. Mice were subjected to desiccating stress for either 1 day (DS1) or 5 days (DS5). Whole corneas were used for whole-mount staining, while nuclear corneal epithelial lysates were used for western blot. **(A)** Merged images (en face) of laser confocal microscopy of whole-mount corneas stained with NFkB antibody (red) with DAPI nuclear staining (blue). Insets show images turned at 90 degrees to show individual cells. **(B)** Representative western blot in corneal epithelium lysates of DS1 mice that were blotted with anti-NFkB antibody, or PCNA as a loading control. Each sample contains nuclear proteins obtained from pooling 8 mice (16 corneas) per group. **(C)** Representative western blot in corneal epithelium lysates of DS5 mice that were blotted with anti-NFkB antibody, or PCNA as a loading control. Each sample contains nuclear proteins obtained from pooling 8 mice (16 corneas) per group.

### Topical treatment with **C1** and **pan** increase anti-inflammatory markers after desiccating stress

Mounting evidence implicates inflammation in DED (16). Anti-inflammatory small molecules have been shown to improve DED (17). Consequently, an unbiased evaluation of genes expressed in corneas treated with **pan** or **C1** (10 μM) was performed and compared to corneas that received vehicle after 5 days of desiccation; each pair was compared individually to the vehicle-treated corneas using the inflammation panel of NanoString (248 genes, Supplementary Table 1). 

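The measurements behind this comparison were deposited as 2 tables, one for each treatment, which give 248 genes for 3 vehicle, 4 pan and 4 C1 samples of corneas. Each value is the log2 of a normalized count, which is the number of times a gene's probe was counted in a sample, divided by the authors by a factor from 6 housekeeping genes. The housekeeping genes themselves are not in the tables. The vehicle values were identical in both tables, so all 11 samples share one normalization and pan and C1 could also be compared with each other. In each sample the normalized counts were whole multiples of one step, which is the value of 1 count, and the probe counts were recovered from it.
Total counts over the 248 genes ranged from 91955 to 133098 in the vehicle samples, from 64156 to 646446 in the pan samples and from 165828 to 525997 in the C1 samples. The lowest C1 total was 1.25 times the highest vehicle total, and the total of pan replicate 4 was 6.38 times the highest of the other pan samples. A single count was worth 0.315 normalized counts in pan replicate 4 and 3.25 in pan replicate 1. In pan replicate 1, 85 of the 248 genes had at most 3 counts, the limit that a count of 0 allows, whereas 0 genes were that low in pan replicate 4. This limit covers counting error alone. The sample labels give 2 ages. One label reads 3 months for all 11 samples. The other reads 2 to 3 months for the vehicle samples and pan replicates 1 to 3, and 22 to 24 months for pan replicate 4 and the 4 C1 samples, while the paper gives an age of 6 to 10 weeks. Against vehicle, C1 treatment coincides with a higher total count and with the second age label in all 4 samples. Outside C1 only pan replicate 4 has this label and such a total, so the effects of treatment, depth and age are poorly separated.
Each treatment was compared with vehicle by limma (lmFit and eBayes) on the log2 values of all 248 genes, with Benjamini-Hochberg adjustment. Beside it, the difference of the group means was tested by a two-sided exact permutation test, which cannot give a p below 0.0571 for 3 samples against 4.

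**Figure D1:**
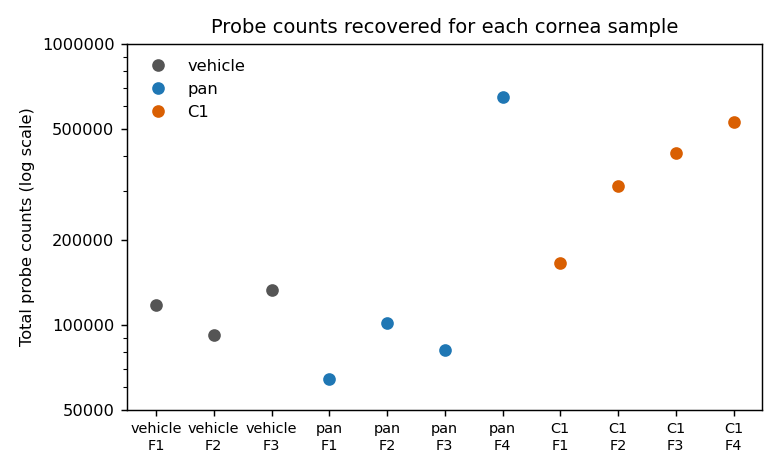
Total probe counts over the 248 genes (log scale) for each vehicle, pan and C1 sample, one point per sample. All 4 C1 samples lie above the 3 vehicle samples, and pan replicate 4 lies above every other sample at 646446 counts.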

Initially, five biological replicates were processed, but only samples that passed the quality control were further analyzed giving three samples in the vehicle-treated group and four in each treatment group. Analyses were performed using ROSALIND software as described in the methods section.

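Tnfaip3 (gene ID 21929) had 1145 ± 226 normalized counts (SD, n = 4) in pan-treated corneas and 313 ± 36.3 (SD, n = 3) in vehicle-treated corneas. Its log2 fold change was 1.86 (standard error 0.25, adjusted p = 0.00846 from limma), and all 4 pan samples were above the highest vehicle sample. Leaving out pan replicate 4 moved this value most, to 1.99. Without vehicle replicate 2 or vehicle replicate 3 it was 1.88 or 1.76 and no longer passed an adjusted p of 0.05. Il1a (gene ID 16175), which encodes interleukin 1 alpha, had 888 ± 442 normalized counts (SD, n = 4) with pan and 339 ± 67.4 (SD, n = 3) with vehicle. Its log2 fold change of 1.26 had a standard error of 0.42 and did not pass the threshold (adjusted p = 0.239 from limma), although all 4 pan samples were again above the vehicle samples. Ptger4 rose by a log2 fold change of 0.74 with pan (standard error 0.25, adjusted p = 0.239) and of 0.85 with C1 (standard error 0.16, adjusted p = 0.211). With the mean of the background genes subtracted in each sample, an alternative chosen after seeing the data, the 2 log2 fold changes of Ptger4 were 1.06 and 1.14.
Oasl1 (gene ID 231655), spelled Osal1 in the text, had 3340 ± 271 normalized counts (SD, n = 4) in C1-treated corneas and 2224 ± 312 (SD, n = 3) in vehicle-treated corneas. The log2 fold change was 0.59 (standard error 0.15), with all 4 C1 samples above the vehicle samples and an adjusted p of 0.211. It passed an adjusted p of 0.05 when the prior variance was allowed to depend on the mean. Tlr3 (gene ID 142980), encoding toll-like receptor 3, had 248 ± 99.5 normalized counts (SD, n = 4) with C1 and 118 ± 13.8 (SD, n = 3) with vehicle, a log2 fold change of 0.97 (standard error 0.36, adjusted p = 0.436). Of the C1 samples, 3 of 4 were above the highest vehicle sample (exact permutation test, p = 0.171). Tlr3 also rose with the total count. Its log2 value was 7.91 in pan replicate 4, which has the highest total, and at most 6.89 in the other pan samples, and with the log2 total count as a covariate, also chosen after seeing the data, the C1 difference was 0.26 (standard error 0.27).
For the other gene and treatment pairs that the paper calls, the exact permutation test gave the smallest p it allows. The p from limma was also adjusted over the list alone, that is over the 5 genes the paper names. For pan it was 3.4e-04 for Tnfaip3, 0.0304 for Il1a and Ptger4, and 0.699 for Tlr3 and Oasl1. For C1 it was 0.00641 for Ptger4, 0.0128 for Oasl1, 0.0392 for Tlr3 and Il1a, and 0.0636 for Tnfaip3. The paper does not call Il1a with C1, where its log2 fold change was 0.57 (standard error 0.21, adjusted p = 0.436 from limma over all genes). The study chose this list on the same samples, so these values are not independent evidence.

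**Figure D2:**
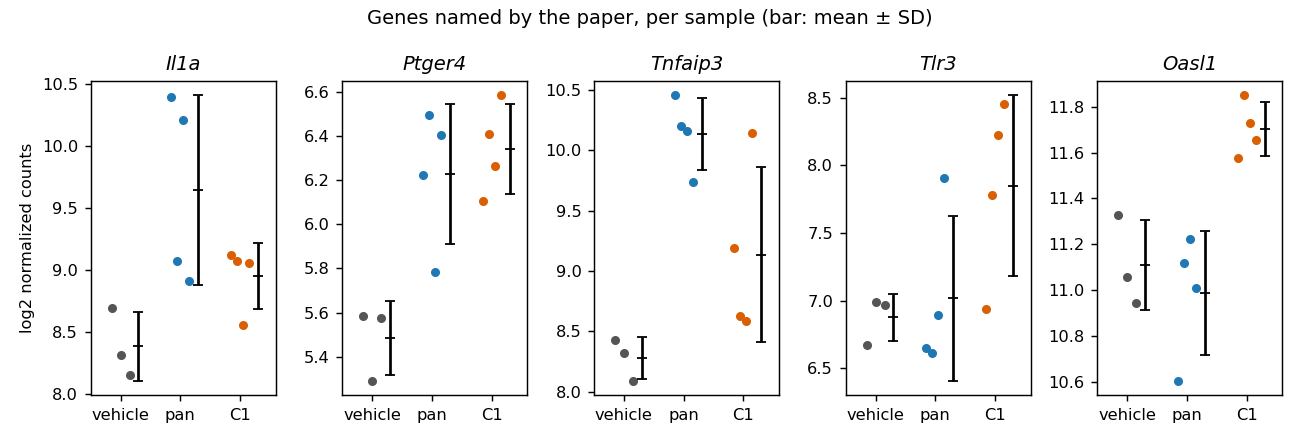
Log2 normalized counts of Il1a, Ptger4, Tnfaip3, Tlr3 and Oasl1 in each vehicle, pan and C1 sample (points), with the mean and SD of each group (bars). The pan samples lie above the vehicle samples for Il1a, Ptger4 and Tnfaip3, and the C1 samples for Ptger4, Tnfaip3 and Oasl1.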

Corneas treated with **pan** showed a significant upregulation of *Il1a*, *Ptger4*, and *Tnfaip3* (encoding TNFAIP3 or A20 protein), and those treated with **C1** showed an increase in *Ptger4*, *Tlr3*, and *Osal1* mRNA transcripts (Figure 3A, log2FC > 1.2, FDR < 0.05). Both *Tfnaip3* and *Ptger4* encode anti-inflammatory proteins.

**FIGURE 3:**
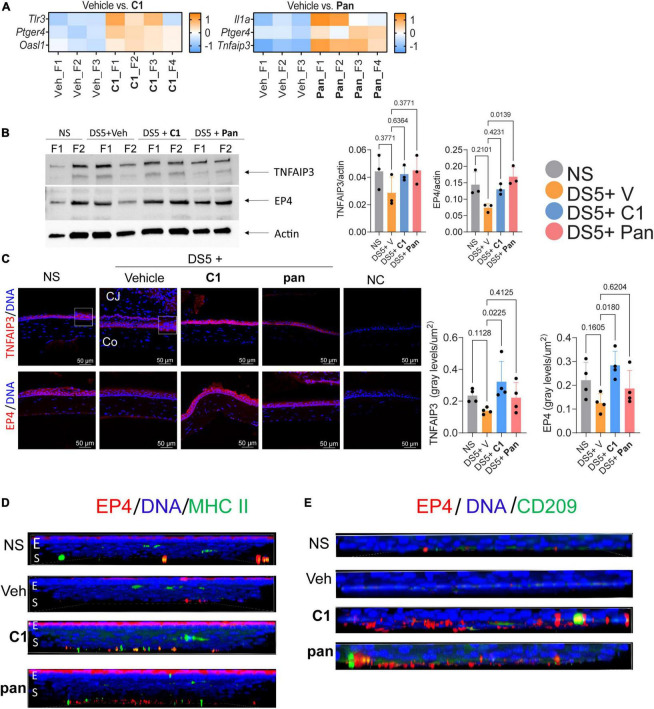
Topical Treatment With C1 and pan Eye Drops Increase the expression of TNFAIP3 and EP4. **(A)** Heatmaps showing differentially expressed genes between the vehicle (Veh) and Pan or C1 corneas. Gene analysis using the NanoString Mouse Inflammation panel v2 was performed on the cornea of mice subjected to desiccating stress for 5 days (*n* = 3–4/group). For all genes identified as significantly changed, log2 > 1.2 and *p*adj. < 0.05. **(B)** Representative western blot in corneal epithelium lysates that were blotted with anti-TNFAIP3 or EP4 antibodies. Beta-actin was used for loading control. Densitometry of the three samples per group is shown in the bar graphs. Non-parametric Kruskal–Wallis followed by Dunn’s multiple comparison test. Each dot represents one biological sample containing cells pooled from four animals. P-value as shown. **(C)** Merged images of laser confocal microscopy of cornea cryosections stained with TNFAIP3 or EP4 antibodies (red) with DAPI nuclear staining (blue). Insets are high magnification to the adjacent area. Bar graphs on the right indicate fluorescence intensity normalized by the area of corneal epithelium. Non-parametric Kruskal–Wallis followed by Dunn’s multiple comparison test. Each dot represents one biological sample. P-value as shown. CJ, conjunctiva; Co, cornea; NC, negative control. **(D)** Merged images of laser confocal microscopy of whole-mount corneas stained with EP4 (red) and MHC II (green) antibodies with DAPI nuclear staining (blue). Z stacks were collected for the EP4 images and rotated 90 degrees to show spatial distribution. E, epithelium; S, stroma. **(E)** Merged images of laser confocal microscopy of the stroma of whole-mount corneas stained with EP4 (red) and CD209 (green) antibodies with DAPI nuclear staining (blue). For EP4 images, Z stacks were collected and images were rotated 90 degrees to show spatial distribution. E, epithelium; S, stroma.

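Over all 248 genes, 5 genes differed between pan and vehicle at an adjusted p under 0.05 in limma, each with an absolute log2 fold change above 1.2, and 31 genes had an unadjusted p under 0.05. The 2 higher genes were Tnfaip3 and Cxcl1 (gene ID 14825), a chemokine with 49.5 ± 8.55 normalized counts (SD, n = 4) with pan and 13.9 ± 4.05 (SD, n = 3) with vehicle. The 3 lower genes were Ifng, Mbl2 and H2-Ea-ps, with log2 fold changes of -2.40, -1.59 and -1.77, and each had at most 2 counts in pan replicates 1 to 3. These 3 belong to the 107 genes for which the authors' tables give a fold change of 0 and a p of 1. The median log2 fold change of those 107 genes was -0.64 with pan, against -0.07 for the other 141 genes. The count of genes depended on single samples: without vehicle replicate 2 or vehicle replicate 3, 1 gene (Ifng) passed the threshold. Among genes with a mean log2 value of at least 5, 1 gene (Tnfaip3) passed it.
With C1, 0 genes passed an adjusted p of 0.05 and 26 had an unadjusted p under 0.05. The 5 genes with the smallest p were Ptger4, Alox15, Ifng, Areg and H2-Ea-ps, of which Alox15 and Areg rose by log2 fold changes of 0.68 and 0.74. Of the C1 genes, 2 (Alox15 and Oasl1) passed with a mean-dependent prior variance, and 1 (Ptger4) among genes with a mean log2 value of at least 5.
In the authors' own deposited comparison, the log2 fold change with pan is 1.45 for Il1a, 1.94 for Tnfaip3 and 1.28 for Ptger4, with adjusted p-values of 0.00579, 0.00579 and 0.0247. For C1 their log2 fold change is 1.27 for Ptger4, 1.21 for Tlr3 and 0.592 for Oasl1, each with an adjusted p of 0.0485. The authors' adjusted p-values were those of a Benjamini-Hochberg adjustment over 141 genes.

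**Figure D3:**
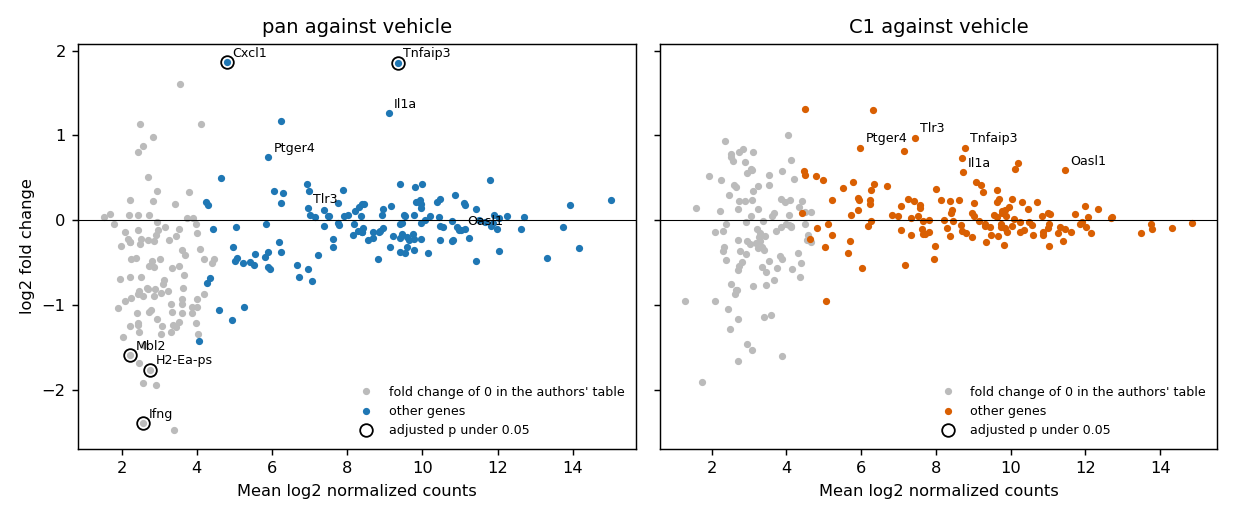
Log2 fold change of each of the 248 genes against its mean log2 normalized counts, for pan and for C1 against vehicle. Grey points are the 107 genes with a fold change of 0 in the authors' tables, circles mark an adjusted p under 0.05 in limma, and 3 of the 5 circled genes with pan are grey.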

Experiments were then performed to test if the NanoString results could be validated at the protein level. 

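Ptger4 (gene ID 19219) had 45.0 ± 5.02 normalized counts (SD, n = 3) in vehicle-treated corneas, 76.2 ± 15.5 (SD, n = 4) in pan-treated corneas and 81.6 ± 11.6 (SD, n = 4) in C1-treated corneas. These values rest on 17 to 29 probe counts per vehicle sample, 19 to 269 per pan sample and 50 to 222 per C1 sample. All 4 samples of each treatment were above the highest vehicle sample. The difference between C1 and pan was smaller than the spread between samples, with a log2 fold change of 0.11 (standard error 0.22, adjusted p = 0.776 from limma), and its direction changed to -0.03 with median centring. The panel also measures the other receptors of prostaglandin E2. Ptger1 had log2 fold changes of -0.75 with pan and 0.48 with C1, and Ptger3 had -0.46 and -0.67. With one sample left out, Ptger1 ranged from -1.05 to -0.47 with pan and from 0.31 to 0.64 with C1, and Ptger3 from -0.74 to -0.27 with pan and from -0.95 to -0.48 with C1. The direction of Ptger1 with C1 changed to -0.05 when the log2 total count was a covariate, an alternative chosen after seeing the data. Ptger2, with 1 to 9 counts per vehicle sample, had -0.11 and -0.54, which became 0.56 and 0.13 without vehicle replicate 2. None of these 3 genes passed an adjusted p of 0.05 with either treatment. Ptger2 and Ptger3 belong to the 107 genes to which the authors gave a fold change of 0. The median log2 fold change of those genes was -0.64 with pan and -0.13 with C1. Ptger3, with 11 to 15 counts per vehicle sample, fell less than this median with pan and more with C1.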

Expression of prostraglandin E_2_ receptor 4 protein (EP4, encoded by *Ptger4*) was selected for study in more depth because the mRNA was elevated in both treated groups. EP4 is constitutively expressed in the ocular surface epithelium but is absent in severe ocular surface diseases such as Stevens–Johnson Syndrome and Ocular pemphigoid (18, 19). Expression of TNFAIP3 was also tested; expression of this is TNF-induced, and it is involved in the resolution of inflammation by decreasing NFkB. Thus, corneal epithelium was collected after DS5 from all groups and subjected to western blotting. Compared to vehicle-treated animals, treatment with **pan** *or* **C1** increased both TNFAIP3 and EP4 bands; however, only EP4 levels in the **pan**-treated corneas reached statistical significance (Figure 3B). Interestingly, western blot using corneal lysates blotted with anti-TNFAIP3 antibody showed three bands between 150 kDa and 250 kDa instead of the expected 90 kDa. To test if this phenomenon was related to the antibody used in the western blotting, we repeated blotting with two, the ones purchased from two different companies and obtained similar results, indicating that the TNFAIP3 protein has multiple bands and is preferentially found between 150 kDa and 250 kDa in samples from the corneal epithelium.

Next, we performed immunostaining of corneal cryosections stained with TNFAIP3 and EP4 antibodies. Images of the central cornea were obtained with fixed conditions among the groups, and image analysis was used to quantify the intensity. Both TNFAIP3 and EP4 proteins were expressed in the corneal epithelium of naïve mice; TNAIP3 expression was present in membrane-like, while EP4 was more cytoplasmic (Figure 3C). Visible disturbance of TNFAIP3 and EP4 immunoreactivity was observed in vehicle-treated corneas. Treatment with C1 and Pan increased immunoreactivity of TNFAIP3 and EP4 compared to vehicle, but only C1 reached statistical significance (Figure 3C).

Since EP4^+^macrophages^+^ have been reported (20), we collected corneas and performed double-stained with either MHC II or CD209 [as a marker of macrophages (21); Figures 3D,E] antibodies. There were few EP4^+^MHC II^+^ cells in naïve and vehicle-treated corneas (Figure 3D). Very few EP4^+^CD209^+^ cells were present in the naïve and vehicle-treated corneas, but there were easily identified in the stroma of **C1**- and **pan**-treated corneas.

Together, these results indicate that both **C1** and **pan** increase the anti-inflammatory TNFAIP3 and EP4 mRNAs and there is an influx of EP4^+^ macrophages after treatment.

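With C1, Tnfaip3 had 624 ± 350 normalized counts (SD, n = 4). The log2 fold change against vehicle was 0.86 (standard error 0.39, adjusted p = 0.452 from limma), and all 4 C1 samples were above the highest vehicle sample. The log2 value was 10.14 in C1 replicate 4 and between 8.59 and 9.19 in the other C1 samples, and without C1 replicate 4 the log2 fold change was 0.52. The NF-kB subunit genes Nfkb1 and Rela changed by less than the standard error of their difference. Nfkb1 had log2 fold changes of -0.07 with pan and -0.02 with C1, and Rela had 0.30 and -0.18. With one sample left out, Rela ranged from 0.15 to 0.53 with pan and from -0.31 to -0.09 with C1. The direction of Nfkb1 changed to 0.02 with pan under median centring and to 0.04 with C1 without vehicle replicate 1. That of Rela changed to 0.30 with C1 when the log2 total count was a covariate. The paper takes its results together as indicating a rise of TNFAIP3 and EP4 mRNAs with both agonists and an influx of EP4-positive macrophages. The protein measurements of Figures 3B,C and the stained corneas of Figures 3D,E are not analysed here.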

## Discussion

Dry eye is one of the most, possibly the most, prevalent diseases in the United States; it has significant economic impacts on individuals and societies. Since there are only four FDA drugs that have been approved for DED, there is an unmet need to find new therapeutics. In the past, we synthesized another neurotrophin analog termed tavilermide (22). Studies in a rat model of DED showed that tavilermide was efficacious in decreasing corneal staining scores compared to vehicle and it also promoted glycoprotein secretion (14). This compound was later developed by Mimetogen and it was in clinical trials for DED. Moreover, recombinant human NGF is currently in Phase 3 trials (clinicaltrials.gov, studies NCT05133180; NCT05136170) for the same condition.

Here, the new neurotrophin small molecules with selective binding to TrkA (**A1**), TrkC (**C1**), and a compound with pan-Trk selectivity (**pan**) were tested *in vivo* in an experimental model of DED. Compounds were not cytotoxic using transfectants and wild-type HeLa, NIH3T3, and HEK cell lines; in fact, they promoted the survival of the cell lines transfected with the Trk receptors, but not in the wild-type lines, with Trk specificity and dose response. These two features, lack of cytotoxicity and selective response to only the stable transfectants and not the wild-type cells, speak to the specificity of these interactions. Using primary corneal epithelial cells, we did not observe any toxicity to corneal epithelial cells. Significant improvement in clinical signs was observed accompanied by upregulation of the anti-inflammatory genes *Ptger4* and *Tnfaip3* (confirmed in studies of protein expression).

Surprisingly, the pure, TrkA-selective, agonist **A1** was not efficacious in the DED model, and neither was the preclinical partial TrkA agonist Tavilermide. Evidence shows that NGF is beneficial in wound healing in the cornea and DED, and NGF promotes healing of corneal ulcers (23). These healing roles of NGF seem to be related to its ability to increase the proliferation of corneal epithelial cells, in a similar way that this growth factor in the skin stimulates growth around a wound margin (24). Furthermore, treatment with NGF increases goblet cell density and production of Muc5ac *in vivo* and in cultures (25). A human recombinant NGF (Cenergermin) has been FDA-approved for neurotrophic keratitis and it is currently under clinical trial for severe Sjögren-Syndrome DED. Thus, it is surprising that **A1** and Tavilermide were *not* efficacious in the DED model (at the concentrations and dosing regime used), whereas compounds that have TrkC selectivity and broad Trk selectivity were efficacious (**C1** and **pan**, respectively). These were efficacious in ameliorating cornea (**C1, pan**) and conjunctival disease (just **C1**) by improving corneal barrier function and goblet cell densities. Cornea disease is a hallmark of all different types of DED and goblet cell loss is characteristic of aqueous-tear deficient DED. Cornea disease leads to cornea irregularity, blurred vision, and foreign body sensation while goblet cell loss deprives the ocular surface of immunoregulatory factors such as mucins, TGF-β, and retinoic acid (26).

Our results showed that both **C1** and **pan** decreased early nuclear translocation of NFkB. The involvement of NFkB in DED and Sjögren Syndrome is well-established in the literature (15, 27). Indeed, constitutive transgenic expression of NFkB in acinar cells is sufficient to induce the Sjögren syndrome phenotype in mice (28). Our results also showed that while only **pan** eye drops increased the *Tfnaip3* mRNA, both small molecules increased TNFAIP3 protein expression in the cornea after desiccation stress. However, only **C1**-treated corneas showed statistical significance in immunostained corneas. It is possible that with larger sample size, **pan**-treated corneas would have also reached statistical significance (although it did so in the cell lysates subjected to western blot). 

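The difference in Tnfaip3 between the treatments was tested directly. C1 was lower than pan by a log2 fold change of -1.002 (standard error 0.36), which did not pass the threshold in limma (adjusted p = 0.260). Of the C1 samples, 3 of 4 were below the lowest pan sample (two-sided exact permutation test, p = 0.0571, where 4 samples against 4 allow 0.0286). Without C1 replicate 4 the log2 fold change was -1.34, and its adjusted p stayed above 0.05 in all 8 fits that left out one sample.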

TNFAIP3 (or A20) is a negative regulator of NFkB and polymorphisms in the *TFNAIP3* gene, which has been associated with autoimmune diseases, including Sjögren Syndrome (29). Epithelial Keratin 14-specific deletion of TNFAIP3 induces a Sjögren Syndrome-like in mice, recapitulating immune infiltration and a decrease in saliva production (27). TNFAIP3 also negatively regulates CCL2, CCL5, and IL12A (30) markers that have been implicated in DED.

Our studies showed that **C1** and **pan** eye drops increased *Ptger4* mRNA and the corresponding protein expression in the cornea after desiccating stress reaching statistical significance for **C1** in immunostained corneas. It is possible that with larger sample size, it might also reach statistical significance with **pan**. 

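When each of the 7 samples of a comparison was left out in turn, the log2 fold change of Ptger4 stayed between 0.65 and 0.89 with pan and between 0.76 and 0.93 with C1. The adjusted p from limma ranged from 0.219 to 0.620 with pan and from 0.104 to 0.643 with C1. With the log2 total count as a covariate in one fit of all 3 groups, an alternative chosen after seeing the data, the log2 fold change was 0.71 with pan and 0.67 with C1.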

Observation of immune cells was positive for EP4 protein, and mostly macrophages support the involvement of this protein in the healing effect. EP4 expression in the normal cornea has been previously described (19). Downregulation of EP4 occurs in severe ocular surface conditions such as Stevens-Johnson, graft-versus-host-disease (18). Our studies agree with the literature indicating that EP4^+^ macrophages promote epithelial barrier repair in a dextran sulfate sodium-induced colitis model (20). Furthermore, EP4 expression in macrophages is needed for their anti-inflammatory response *in vitro* (20).

Taken together, our results indicate that novel Trk agonists are protective during desiccating stress by decreasing early NFkB nuclear translocation and upregulating epithelial and macrophage-related anti-inflammatory markers. Surprisingly, the most efficacious small molecule agonists were not TrkA selective, but TrkC and panTrk, suggesting that wider exploration of TrkB and C and pan Trk agonists are warranted in efforts to DED.

## Data availability statement

The original contributions presented in this study are included in the article/Supplementary material. Uncropped western blot images are provided as Supplementary Figures 6–12. Further inquiries can be directed to the corresponding author. The datasets for this study can be found in the GEO repository (GSE202378).

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committees at Baylor College of Medicine.

## Author contributions

KB and CP contributed to the conceptualization, methodology, and funding acquisition. CP and ZY performed and analyzed the *in vivo* data and writing—original draft. SJ performed the cell survival data and reproduced the synthesis of Tavilermide. KB contributed to the design of **A1, C1**, and **pan** with suggestions from TM. CP contributed to the project administration and supervision. CP, KB, ZY, SJ, and TM contributed to the writing—review and editing. All authors contributed to the article and approved the submitted version.

# Supplementary material for: New, potent, small molecule agonists of tyrosine kinase receptors attenuate dry eye disease
**Source:** Front Med (Lausanne). 2022 Aug 25;9:937142. doi: 10.3389/fmed.2022.937142
**Supplement:** Supplementary file 1

## **New, Potent, Small Molecule Agonists of Tyrosine Kinase Receptors Attenuate Dry Eye Disease**

Zhiyuan Yu<sup>1</sup>, Shaon Joy<sup>2</sup>, Tianxiong Mi<sup>2</sup>, Ghasem Yazdanpanah<sup>1</sup>, Tye S Thompson<sup>2</sup>, Kevin Burgess<sup>2</sup>, Cintia S. de Paiva<sup>1</sup>

Ocular Surface Center

Cullen Eye Institute, Baylor College of Medicine

## Reaction Scheme

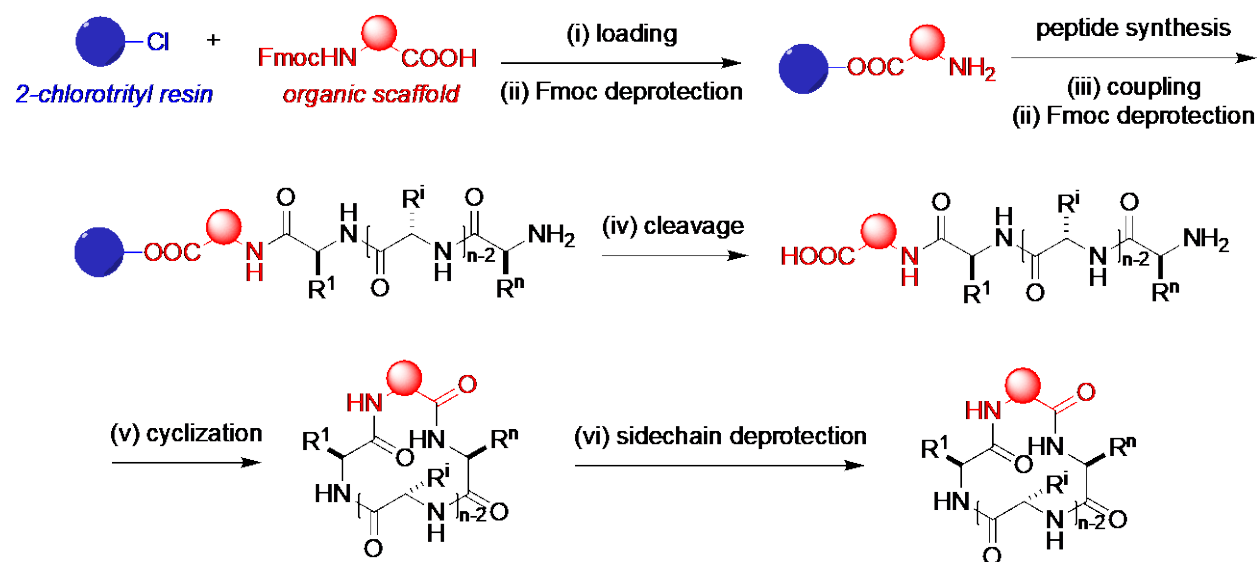

### Supplemental Fig. 1. Syntheses of **A1**, **C1**, and **pan**. Conditions:

(i) loading: *N,N*-Diisopropylethylamine (DIPEA), dimethylformamide (DMF), 50 °C, 30 min, microwave; (ii) Fmoc deprotection: 20% piperidine/DMF, 50 °C, 10 min, microwave; (iii) coupling: Oxyma, *N,N'*-Diisopropylcarbodiimide, 50 °C, 15 min, microwave; (iv) cleavage: 20% hexafluoroisopropanol/dichloromethane, 25 °C, 2 h; (v) cyclization: HATU, HOAt, 2,4,6-collidine, DMF, 25 °C, 8h; (vi) sidechain deprotection: 95% trifluoroacetic acid (TFA), 2.5% H<sub>2</sub>O, 2.5% triisopropylsilane, 25 °C, 2h.

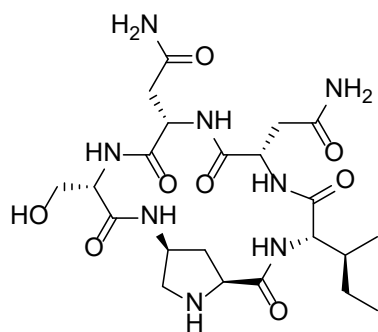

**A1**

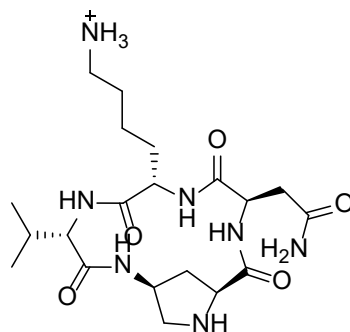

**C1**

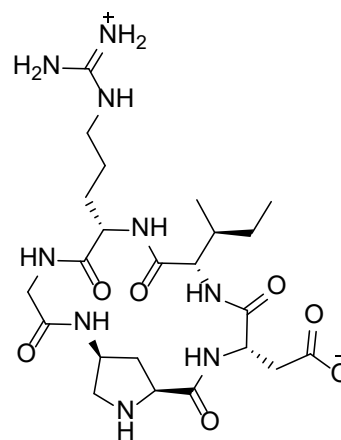

**pan**

**Supplemental Fig. 2. Chemical structures of A1, C1 and pan.**

# Characterization Data

A1

## HPLC

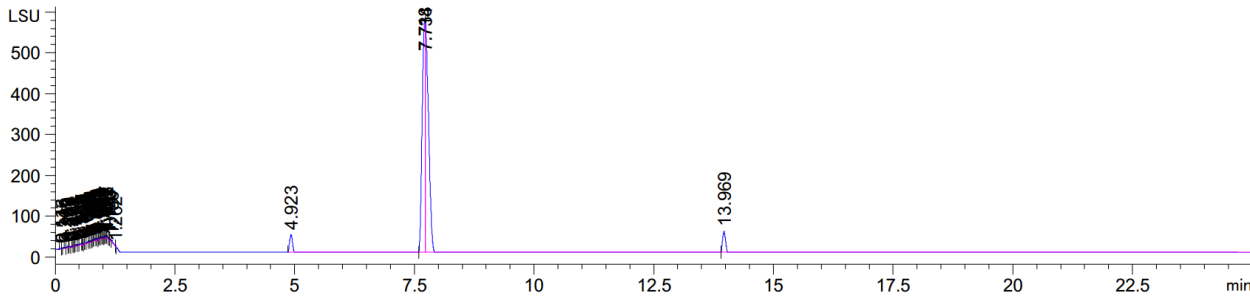

## MS

220210-100023-I-#81-97 RT: 0.36-0.43 AV: 17 SB: 12 0.11-0.16 NL: 6.82E7  
T: FTMS + p ESI Full ms [100.0000-700.0000]

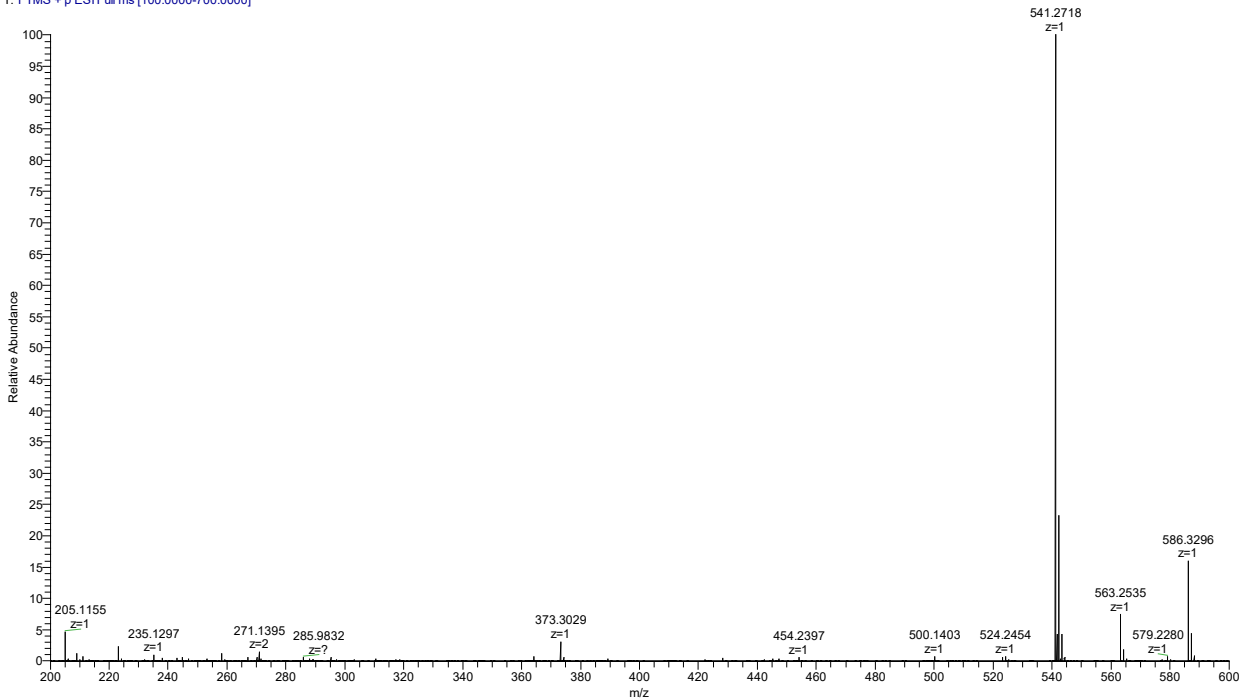

C1

HPLC

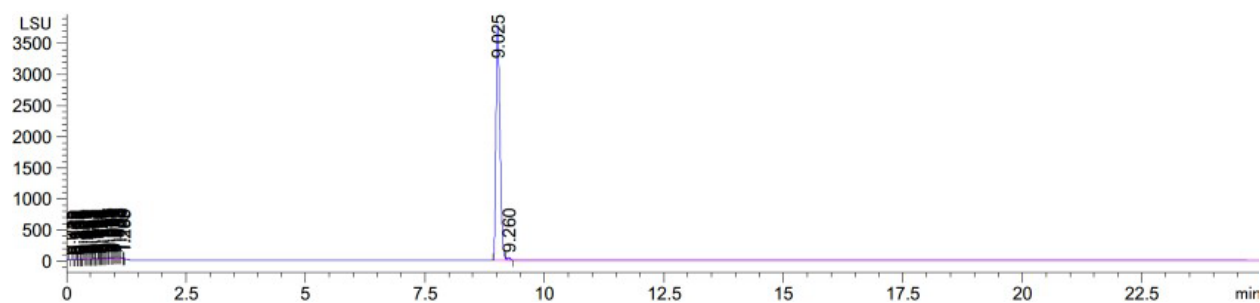

MS

11131914 #113-173 RT: 0.50-0.77 AV: 61 SB: 65 0.15-0.44 NL: 3.15E9  
T: FTMS + p ESI Full ms [100.0000-1000.0000]

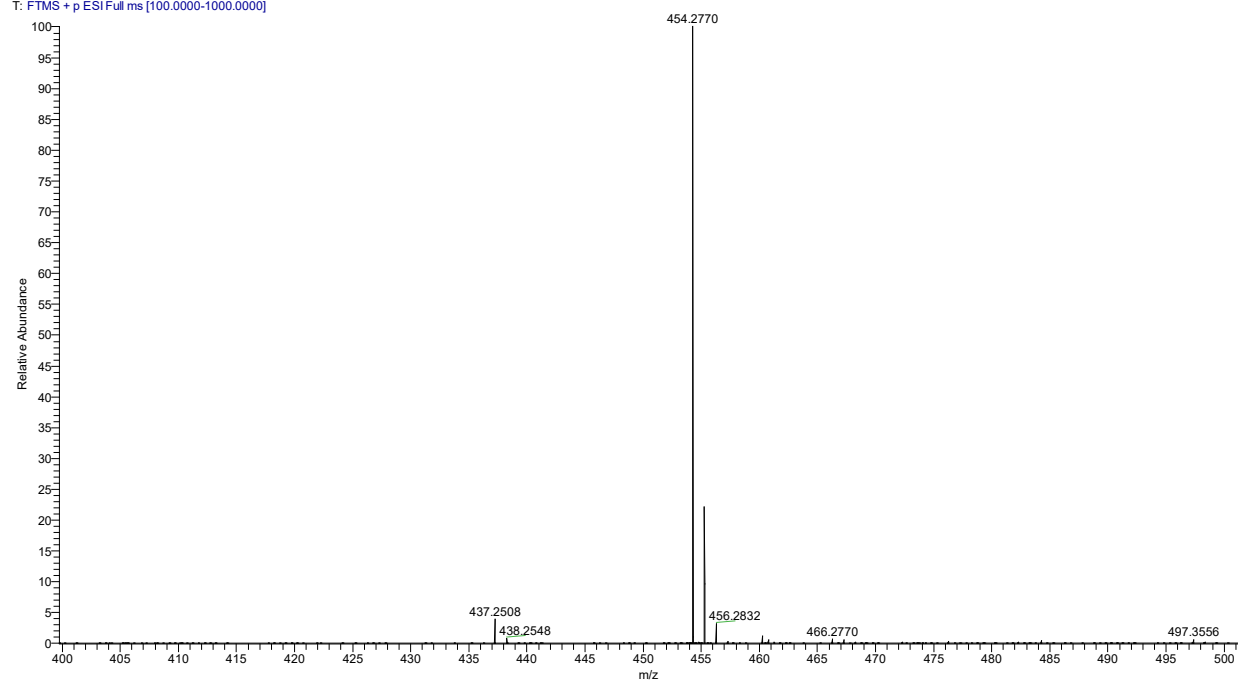

## Pan

### HPLC

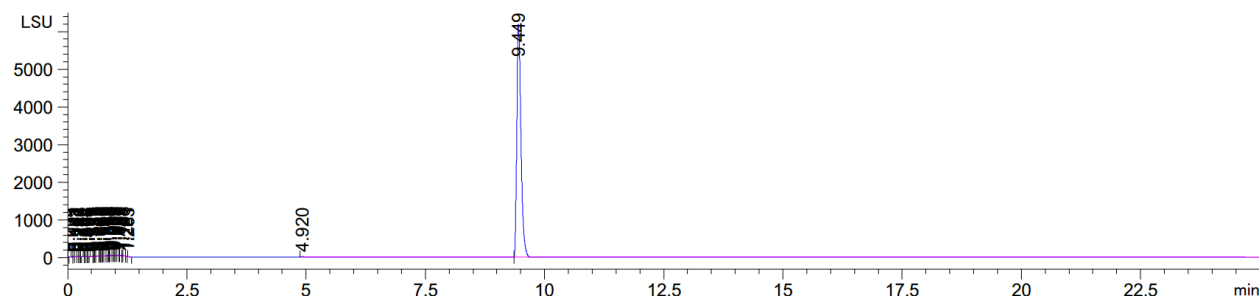

### MS

220210-100023-D #65-81 RT: 0.29-0.36 AV: 17 SB: 16 0.11-0.18 NL: 6.62E8  
T: FTMS + p ESI Full ms [100.0000-700.0000]

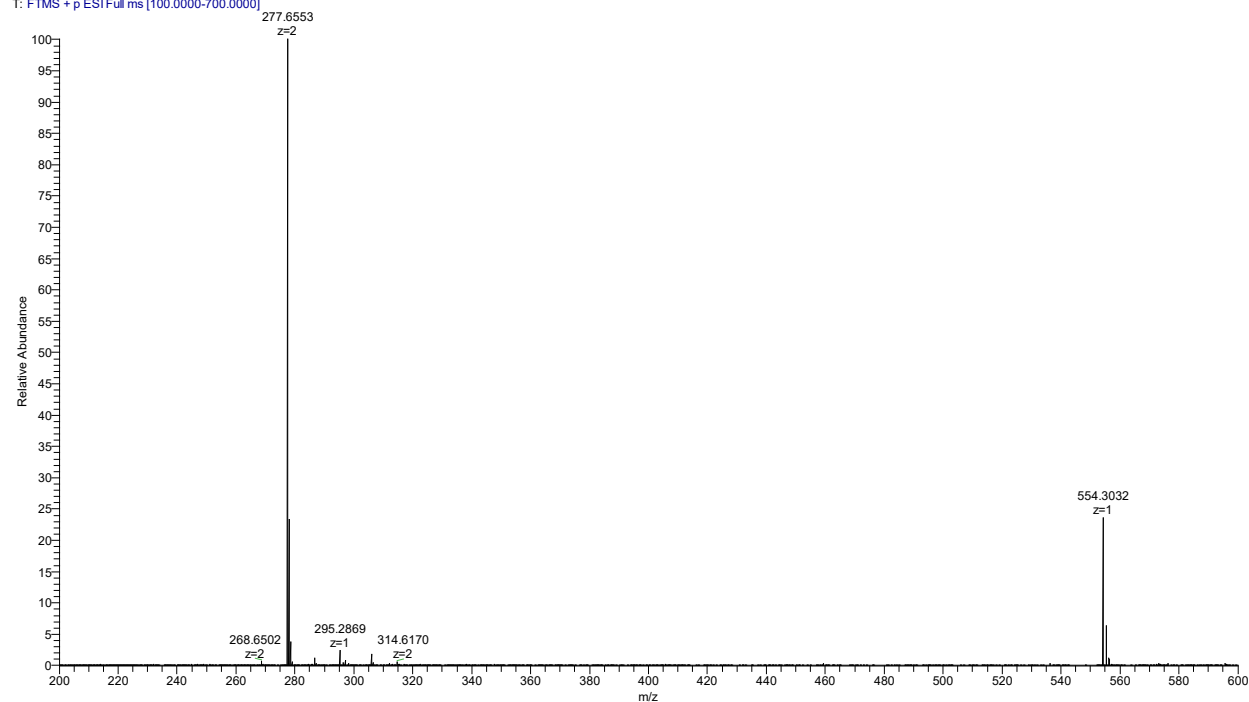

## Supplemental Figure 3

Characterization of **A1**, **C1**, and **pan**. High-Performance Liquid Chromatography (HPLC) runs were to show the purity of compounds. Each compound was represented by one peak and its amount is related to the intensity of the peak. All compounds are at least 90% pure from the HPLC traces shown here. Mass spectra (MS) data from electrospray ionization (ESI) showed the  $(M+H)^+$  and/or  $(M+2H)^{2+}$  peaks. By comparing observed peaks with expected ones from the calculation, all of the compounds here are correct and pure.

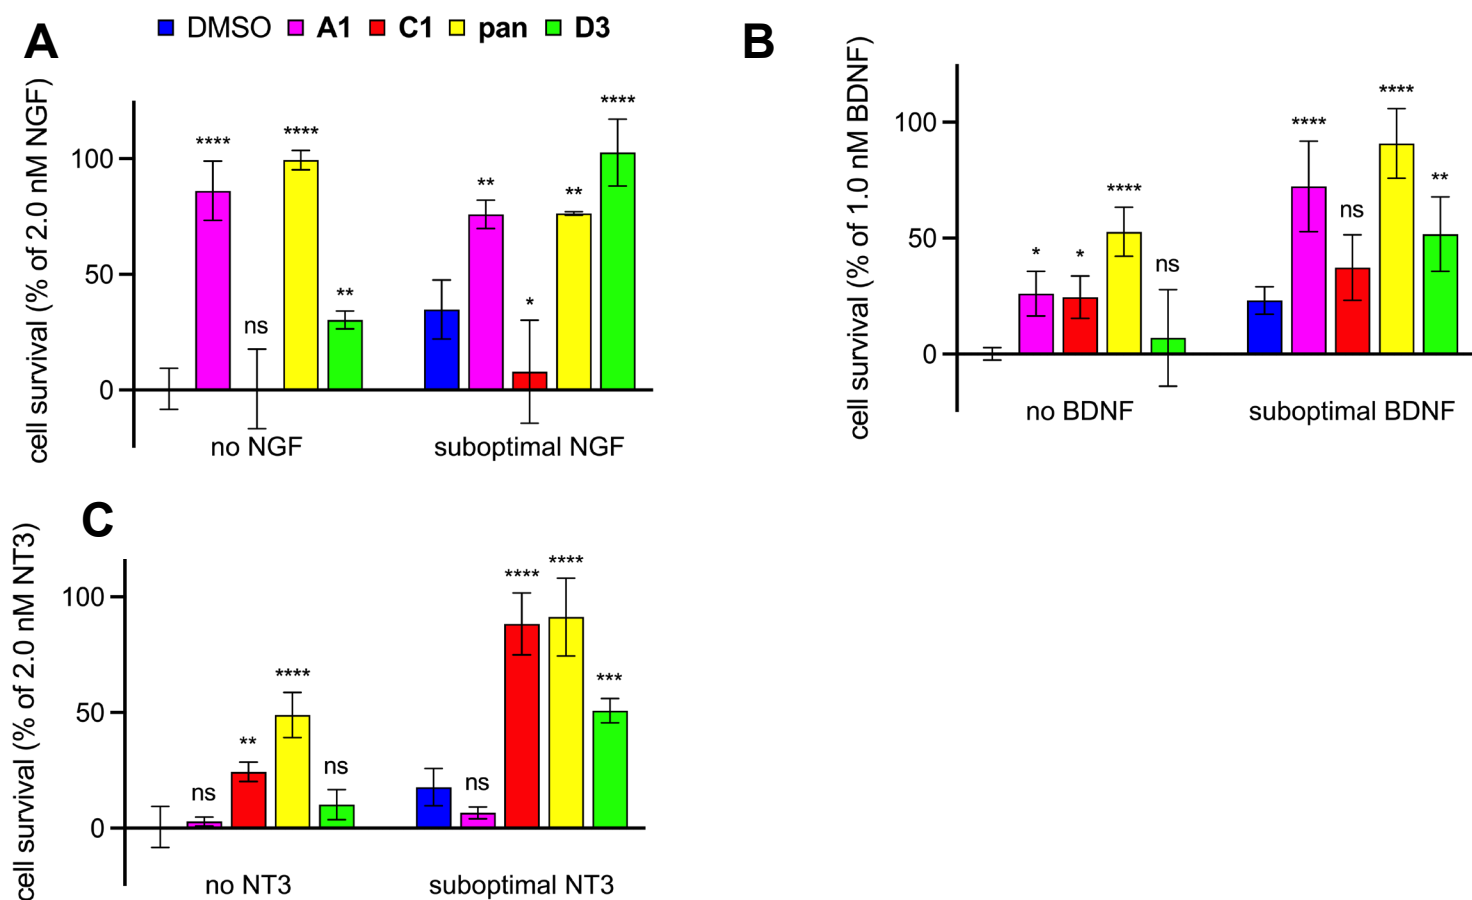

### Supplemental Figure 4

Trk-selectivity comparison of each compound at 50  $\mu$ M in HeLa-TrkA (A) and 0.4  $\mu$ M in HEK293-TrkB (B) or at NIH3T3-TrkC (C). Compounds were tested with and without suboptimal neurotrophin (0.2 nM NGF or NT3, 0.6 nM BDNF) to differentiate true agonists from partial agonists. Data were normalized to DMSO control and maximum survival imparted by neurotrophin. Data analysis was conducted via two-way ANOVA followed by Dunnett's t-test (compared to DMSO): \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

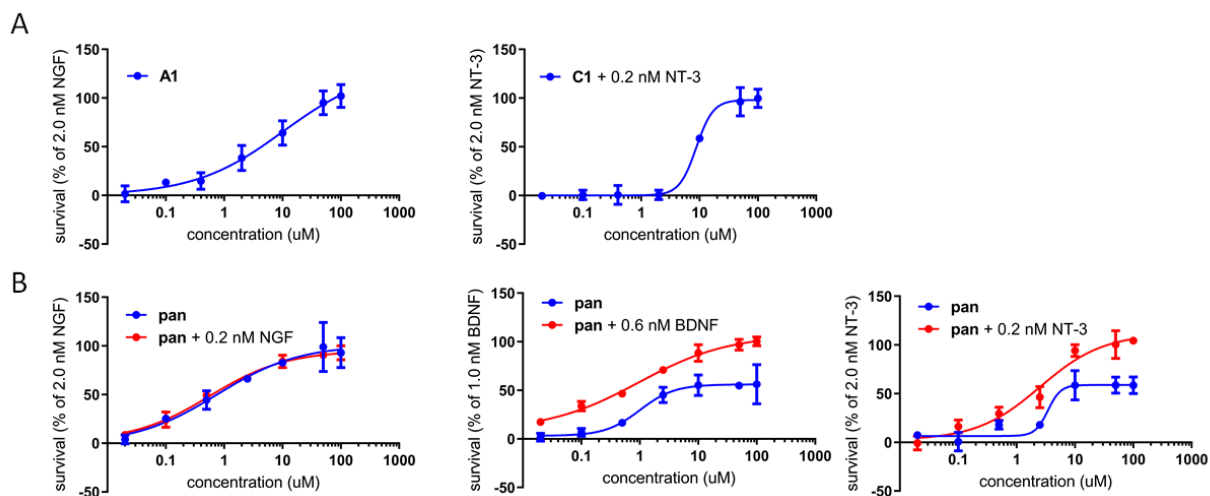

### Supplemental Figure 5

Neuronal survival dose-response curves of **A1**, **C1** and **pan** with or without suboptimal concentration of neurotrophins. (A) Cell survival as a function of compound concentration in HeLa-TrkA (left) and NIH3T3-TrkC (right). (B) Cell survival as a function of compound concentration in HeLa-TrkA (left), HEK293-TrkB (middle), and NIH3T3-TrkC (right). In each case, the survival was normalized to the survival achieved either with 2.0 nM NGF or 1.0 nM BDNF or 2.0 nM NT-3. Survival values for each concentration from  $n=4$  wells derived from 3 different experiments were analyzed.

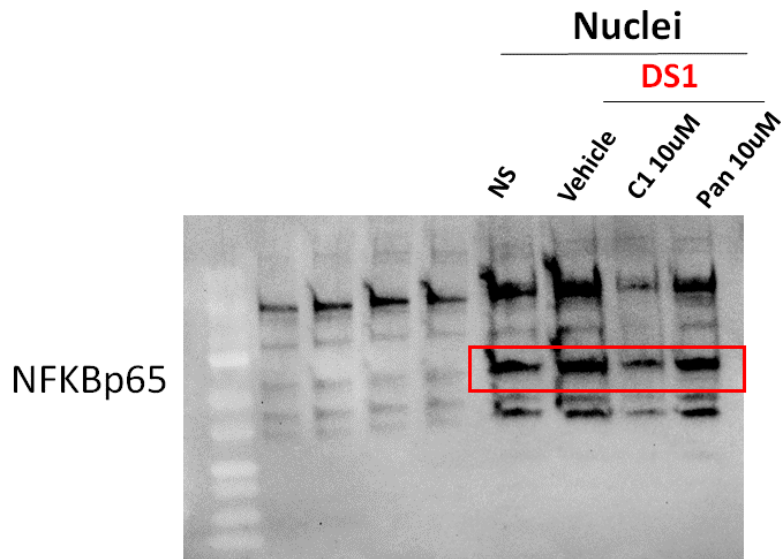

**Supplemental Figure 6.** Uncropped western blot of nuclear cell lysates of the experimental groups blotted with NFkB p65 antibody (relates to Fig. 2B). Mice were subjected to desiccating stress for 1 day (DS1). Nuclear corneal epithelial lysates were used for western blot.

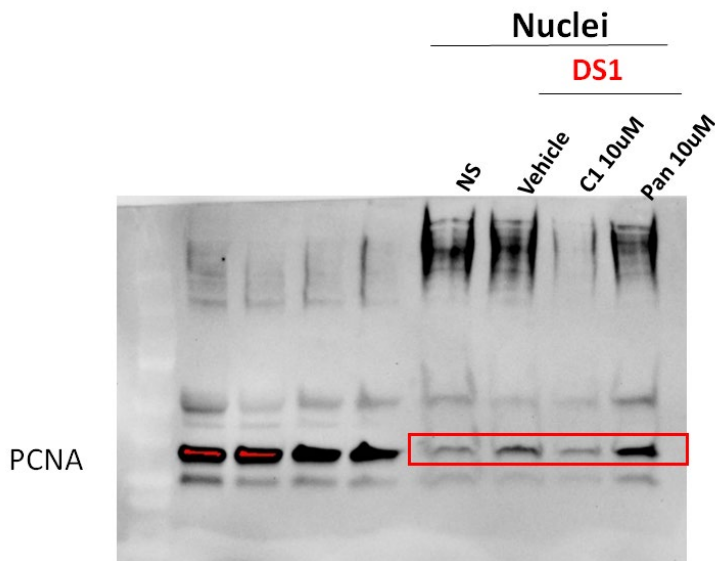

**Supplemental Figure 7.** Uncropped western blot of nuclear cell lysates of the experimental groups blotted with PCNA (relates to Fig. 2B). Mice were subjected to desiccating stress for 1 day (DS1). Nuclear corneal epithelial lysates were used for western blot.

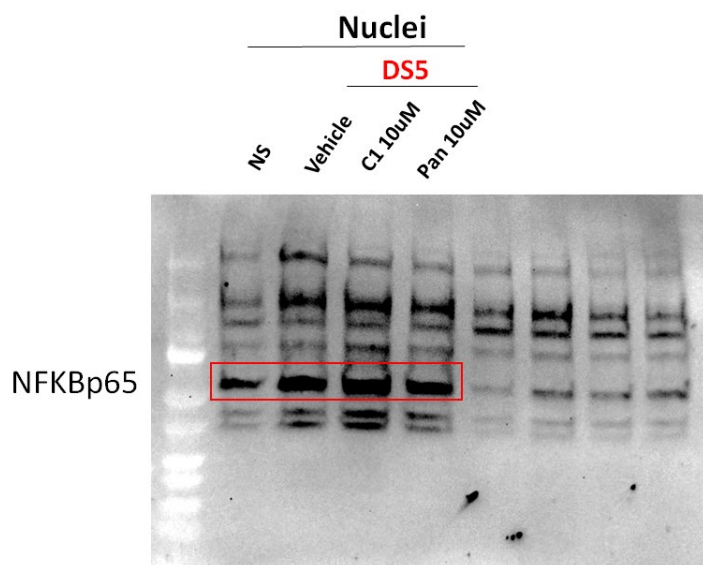

**Supplemental Figure 8.** Uncropped western blot of nuclear cell lysates of the experimental groups blotted with NFKB (relates to Fig 2C). Mice were subjected to desiccating stress for 5 days (DS5). Nuclear corneal epithelial lysates were used for western blot.

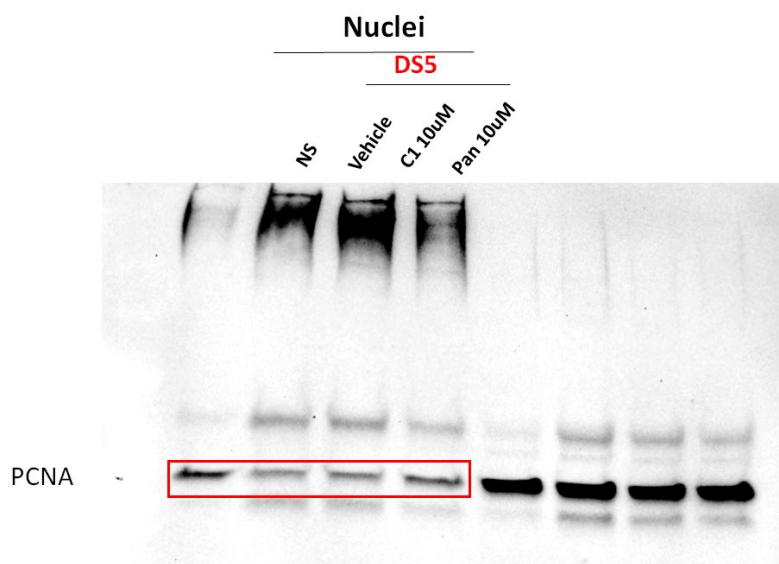

**Supplemental Figure 9.** Uncropped western blot of nuclear cell lysates of the experimental groups blotted with PCNA (relates to Fig 2C). Mice were subjected to desiccating stress for 5 days (DS5). Nuclear corneal epithelial lysates were used for western blot.

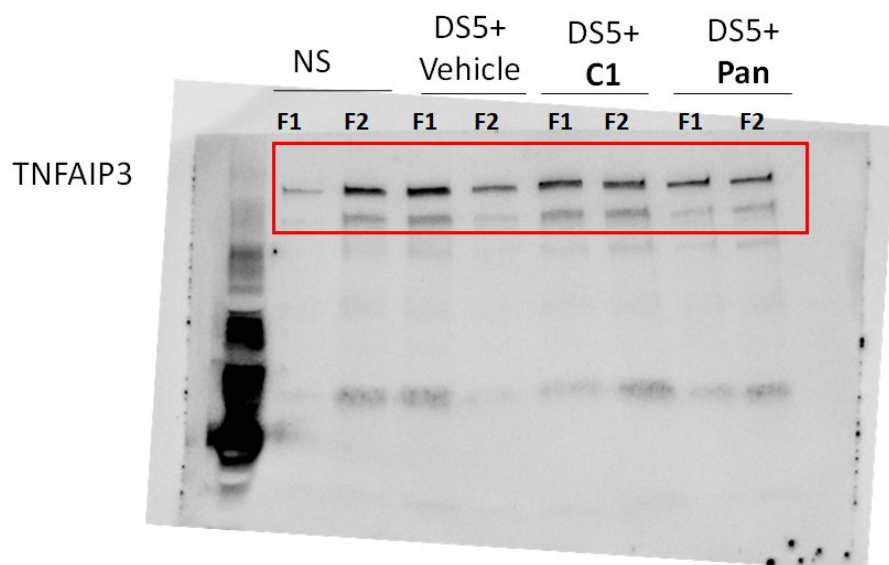

**Supplemental Figure 10.** Uncropped western blot of total cell lysates of the experimental groups blotted with TNFAIP3 (relates to Fig. 3B). Mice were subjected to desiccating stress for 5 days (DS5). Total corneal epithelial lysates were used for western blot.

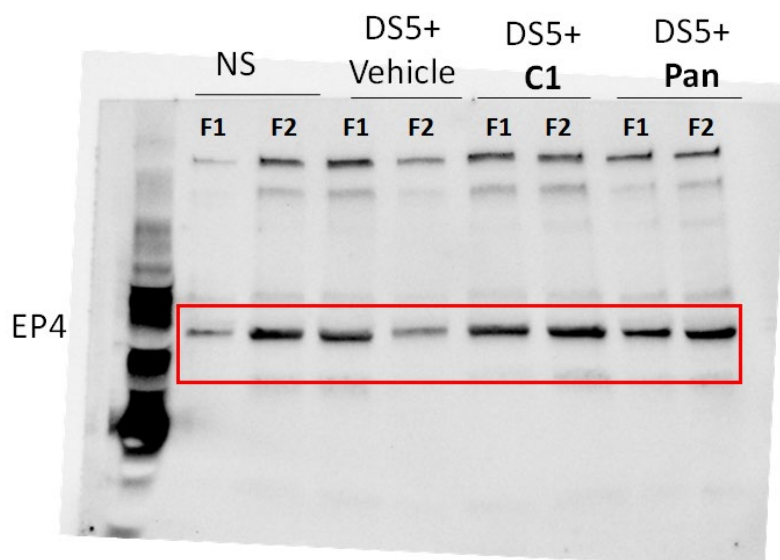

**Supplemental Figure 11.** Uncropped western blot of total cell lysates of the experimental groups blotted with EP4 (relates to Fig 3B). Mice were subjected to desiccating stress for 5 days (DS5). Total corneal epithelial lysates were used for western blot

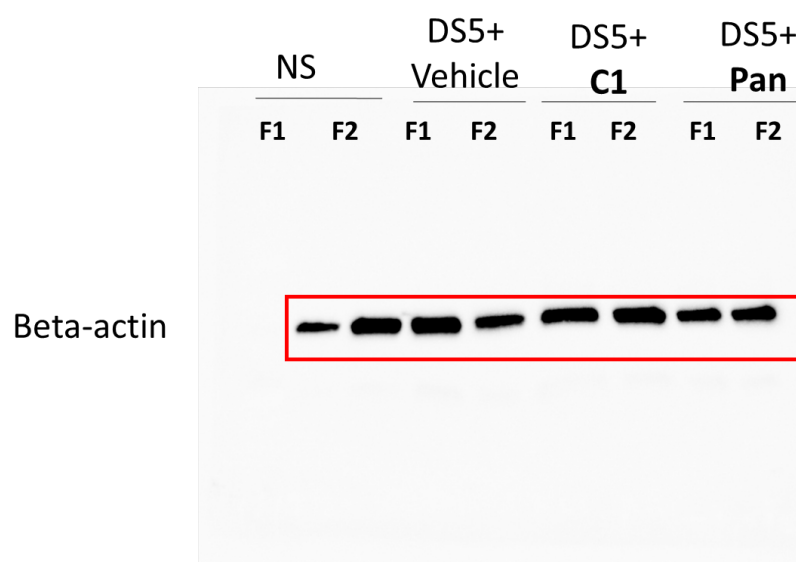

**Supplemental Figure 12.** Uncropped western blot of total cell lysates of the experimental groups blotted with beta-actin (relates to Fig 3B). Mice were subjected to desiccating stress for 5 days (DS5). Total corneal epithelial lysates were used for western blot.

How the deposited data were processed for this re-analysis (not part of the article)

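Corneas of mice that received vehicle (3 samples), pan (4 samples) or C1 (4 samples) eye drops during 5 days of desiccating stress were measured with the NanoString mouse Inflammation panel. The authors deposited 2 tables, pan with vehicle and C1 with vehicle, each with the log2 normalized counts of 248 genes per sample and with the authors' log2 fold change, p-value and adjusted p-value. The paper states that counts were divided by the geometric mean of housekeeping probes in ROSALIND and that fold changes and p-values came from the fast method of nSolver Advanced Analysis. The vehicle values were identical in both tables. The 6 housekeeping genes were not in the tables, so this normalization could not be repeated. In each sample, all values were within 0.01 of a whole multiple of one step, which was taken as the value of 1 count. No background had been subtracted from the values of the samples. Gene IDs were those of the tables, and 247 of them were found in the RefSeq gene table. No coordinates are given, since the panel counts probes and names no genome build.
The total counts over the 248 genes ranged from 64156 to 646446, a 10.1-fold range, and the C1 samples all had higher totals than the vehicle samples. Genes at or under 3 counts in a sample are at the limit that a count of 0 allows.
Each comparison (pan against vehicle, C1 against vehicle, C1 against pan) was fitted by limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the log2 values as deposited, without covariates, filter or pseudocount, and p-values were adjusted by the Benjamini-Hochberg method over 248 genes. The thresholds were an adjusted p of 0.05 and, as the paper states, an absolute log2 fold change of 1.2. Means and SDs are those of normalized counts, and standard errors are those of limma's log2 fold changes. Exact permutation tests enumerated all 35 splits of the samples in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Tables were handled with pandas 2.3.3 and figures drawn with matplotlib 3.10.9. The fit was tested on 20 simulated tables per comparison, with recovery counted among genes with a mean log2 value of at least 5. It recovered 99.1% (pan) and 100% (C1) of the genes changed by a log2 fold change of 2. Of those changed by 1, it recovered 67.9% and 78.3%. Every gene was simulated with a biological SD of 0.24, the median of well-detected genes. Measured SDs were 0.12 for Oasl1 and 0.67 for Tlr3 with C1, and 0.76 for Il1a with pan. The simulated shares therefore do not describe the more variable genes. The share of false calls was 5.40% and 7.20%.
Before the data were examined, the genes to be named were set as the genes the paper names for this experiment, the TNFAIP3-regulated genes of its discussion (Ccl2, Ccl5, Il12a), Nfkb1 and Rela, Ptger1 to Ptger3, the housekeeping genes, and in each comparison the 5 genes with the smallest p. After their values were seen, the values reported were narrowed: the paper's genes and the others set by name are reported in the 2 comparisons with vehicle, each gene with a small p only in the comparison where it ranks, and in C1 against pan only Tnfaip3, Ptger4 and the 5 genes with the smallest p. The fold changes of Cxcl1 with C1 were added as an exception. They, and genes named beyond these as members of a short count or a list, were chosen after their values were seen.
Alternatives set before the data were examined were limma without empirical Bayes moderation, with a mean-dependent or a robust prior variance, values centred on the median of genes with a mean log2 value of at least 5, only those genes, a floor of 20 normalized counts, all 3 groups in one fit, the replicate number as a block, leaving out each sample, and a fold change of 1.2 in place of a log2 fold change of 1.2. The other alternatives were chosen after seeing the data: voom weights from the recovered counts, only the 141 genes with a fold change in the authors' tables, the mean of the 107 background genes subtracted in each sample with a floor of 1 normalized count, log2 total count as a covariate, and negative binomial regression of the recovered counts (MASS 7.3.60.0.1), with and without background subtraction. Background genes are those to which the authors' tables give a fold change of 0 and a p of 1. In 10 simulated tables per comparison, the share of false calls of the negative binomial regression was 25.7% (pan) and 25.6% (C1), so its calls are reported only as an alternative. The DESeq2 test was set only for tables that hold counts and was not run on the recovered counts. Nor could values be centred on the housekeeping genes or a smaller pseudocount be used.
Lists of genes set before the data were examined were tested by limma's camera with a preset correlation of 0.01, with fry beside it: the 5 genes the paper names, NF-kB target genes, NF-kB subunits, interferon-stimulated genes, prostanoid pathway genes, macrophage genes and the TNFAIP3-regulated genes. The 14 tests of 7 lists were adjusted together. Lists needed at least 3 genes on the panel. The western blots, stained corneas, barrier function and goblet cell counts have no deposited values and were not analysed here.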

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

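The limma comparisons, the fits that left out one sample and median centring were set before the data were examined. Their use to test an explanation, and all other tests in this part, were chosen only after the result was seen. The exceptions are the comparison of pan replicate 4 with the C1 samples and that of C1 replicate 4 with the pan mean. In 6 of the 48 groups of 4 samples, one sample lay far from the other three by Dixon's criterion, where chance gives about 2.4 of 48.
The total count of pan replicate 4 was 646446, against 64156 to 101351 in the other pan samples. This sample shares the second age label with the C1 samples. If depth or age had changed expression in both, the difference of pan replicate 4 from the other pan samples would follow the difference of C1 from vehicle across genes. Over 69 well-detected genes that correlation was 0.187 (genes are not independent replicates), and it was -0.045, -0.110 and -0.092 when pan replicate 1, 2 or 3 was taken as the odd sample. The highest of 4 arises by chance 1 time in 4, so an effect of depth or age cannot be told apart from the spread between mice.
Cxcl1 had a log2 value of 7.29 in C1 replicate 4, against 4.13 to 4.55 in the other C1 samples. A pan sample labelled as C1 stays open. Cxcl1 in C1 replicate 4 was above every pan sample, so such a label would not by itself give this height. Over 69 genes the distance of this sample to the pan mean was 1.25 times that to the mean of the other C1 samples. No such ratio was taken for other samples, so its spread is unknown. Tnfaip3, which was higher with pan, was also higher in this sample than in the other C1 samples. A higher total count is argued against for this gene. The other C1 samples stayed at 4.13 to 4.55 with totals of up to 407998, against 525997 in C1 replicate 4. Pan replicate 4, whose total is higher still, was only 0.27 above the mean of the other pan samples, against 2.98 for C1 replicate 4. Each of these 2 samples is the only one of its group at such a total. A wider inflammatory response in that sample may also explain it and cannot be told apart from chance. The median of the other NF-kB target genes exceeded that of the remaining genes by 0.24 and 16 of 20 were above the mean of the other C1 samples, but this lay at the 73.2 percentile of 10000 random lists of genes.
Of the other single samples, Il1a had a log2 value of 8.56 in C1 replicate 3, against 9.05 to 9.12 in the other C1 samples. Ccl2 had 3.46 in pan replicate 4, against 4.02 to 4.12. Il12a had 3.29 in pan replicate 2, against 1.53 to 1.70, and rested on 4 counts there. H2-Ea-ps had 1.46 in C1 replicate 1, against 2.50 to 2.66, and rested on 2 counts there. No technical or biological explanation was tested for these samples.
Cxcl1, which the paper does not discuss, was higher with pan than with vehicle by a log2 fold change of 1.86 (standard error 0.29, adjusted p = 0.0181 from limma), in 4 of 4 pan samples. The authors' own value is 3.71 with an adjusted p of 0.107. A difference in background is argued against, since the background genes were lower with pan and Cxcl1 exceeded their median by 2.51. With the mean of the background genes subtracted in each sample, its log2 fold change was 3.77, but 1 vehicle sample then lay at the floor and Cxcl1 no longer passed an adjusted p of 0.05. The high total of pan replicate 4 is argued against by a log2 fold change of 1.79 without that sample, and the authors' normalization by 1.95 with median centring. Macrophages in the pan samples cannot be told apart from other causes. The median log2 fold change of 5 macrophage genes (Tyrobp, C1qa, C1qb, Itgb2 and Mrc1) was -0.49, but none of the 5 passed an adjusted p of 0.05. These genes already had 15.6 to 58.4 normalized counts with vehicle. Itgb2, with the lowest of these values, belongs to the background genes. The call itself is fragile: it held in 2 of the 7 fits that left out one sample, without vehicle replicate 1 (1.99) and without pan replicate 3 (1.99), and vehicle samples had only 4 to 10 counts. The rise was not shown to be specific to pan. With C1 the log2 fold change of Cxcl1 was 1.31 (standard error 0.79, adjusted p = 0.567 from limma), in 4 of 4 samples. With one sample left out it ranged from 0.56 to 1.62. The authors' own value with C1 is 3.68 with an adjusted p of 0.0698. An effect of pan stays among the open explanations.
In the comparison of pan with vehicle, 1 of the 35 splits of the 7 samples, the real one, gave as many as 5 genes with an adjusted p under 0.05, and the same held with the log2 fold change threshold of 1.2 (1 of 35).
Pik3c2g differed between the treatments, higher with C1 than with pan by a log2 fold change of 1.54 (standard error 0.25, adjusted p = 0.0487 from limma), in 4 of 4 C1 samples. A lower normalized background in the pan samples cannot be told apart from a change of this gene. The median log2 fold change of the background genes between C1 and pan was 0.45 and Pik3c2g had 1 count in each of pan replicates 1 to 3, but its own difference was larger, and background subtraction decides nothing, since it puts the gene at the floor in 4 of 4 pan samples and 3 of 4 C1 samples. The call held in 1 of the 8 fits that left out one sample, without pan replicate 4 (1.70). Of the 35 splits of the 8 samples, 4 gave at least as many genes, and the split by total count, with pan replicates 1 to 3 and C1 replicate 1 on one side, gave 2 genes. Depth and age label stay open, as does an effect of treatment.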

How the results depend on the processing

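The alternatives covered 41 log2 fold changes of single genes and the counts of genes past the thresholds. Of 782 values of single genes under alternatives, 675 kept their direction and their side of an adjusted p of 0.05. A further 50 no longer passed it, 32 passed it only under the alternative and 25 reversed direction. Some alternatives change only the variance or the set of genes. The log2 fold change could not change under these.
For pan against vehicle, 5 genes passed an adjusted p of 0.05. The count was 2 without empirical Bayes moderation, 2 with a floor of 20 normalized counts and 1 among genes with a mean log2 value of at least 5; fewer genes were tested in the last of these. Among the alternatives chosen after seeing the data, it was 2 over the 141 genes with a fold change in the authors' tables, 2 with background subtracted and 8 with log2 total count as a covariate. With the log2 fold change threshold of 1.2 the counts under these 6 alternatives were the same. It ranged from 1 (without vehicle replicate 2) to 7 (without vehicle replicate 1) across the 7 fits that each left out one sample, with or without that threshold. A fold change of 1.2 in its place gave 5. With the replicate number as a block, the count was 5 for pan, of which 3 were shared with the 5 genes above (Cxcl1 and Mbl2 no longer passed), 0 for C1 and 1 for C1 against pan.
For C1 against vehicle, 0 genes passed (26 at an unadjusted p under 0.05). The count was 2 with a mean-dependent prior variance and 1 among genes with a mean log2 value of at least 5. The negative binomial regression, chosen after seeing the data, gave 25 genes, and 26 with background subtracted, of which 1 and 3 passed the log2 fold change threshold. It stayed 0 in all 7 fits that left out one sample.
For C1 against pan, 1 gene passed. The count was 0 with a mean-dependent prior variance, a robust prior variance, median centring and all 3 groups in one fit, and 2 with a floor of 20. Among the alternatives chosen after seeing the data, it was 0 with count-based weights, 0 with the covariate, and 16 and 11 with the negative binomial regression without and with background subtraction. It ranged from 0 to 1 across the fits that each left out one sample (0 without pan replicate 1). Median centring moved the median log2 fold change of all genes from 0.23 to 0.10 in this comparison.
Some small log2 fold changes reversed. With pan, Tlr3 (0.14) was -0.16 with the replicate number as a block and ranged from -0.16 (without pan replicate 4) to 0.28 across the fits that left out one sample. Oasl1 (-0.12) ranged from -0.20 to 0.0064 (without pan replicate 1). Ccl2 (0.03) was -0.15 with count-based weights and ranged from -0.31 (without vehicle replicate 2) to 0.24. Nfkb1 (-0.07) was 0.018 with median centring. Ptger2 (-0.11) was 0.0039 with the block and ranged from -1.12 to 0.56 (without vehicle replicate 2). With C1, Rela (-0.18) was 0.30 and Ptger1 (0.48) was -0.052 with the covariate. Across the fits that left out one sample, Ccl2 (-0.08) ranged from -0.42 to 0.13 (without vehicle replicate 3), Il12a (-0.36) from -1.11 to 0.038 (without vehicle replicate 3), Nfkb1 (-0.02) from -0.070 to 0.041 (without vehicle replicate 1) and Ptger2 (-0.54) from -1.55 to 0.13 (without vehicle replicate 2). Between C1 and pan, Ptger4 (0.11) was -0.025 with median centring, -0.041 with the covariate, and ranged from -0.034 (without pan replicate 3) to 0.20.
Of the 14 tests of gene lists, 3 passed an adjusted p of 0.05 with camera and 0 when its correlation was estimated. The correlation of the pan and C1 log2 fold changes across genes, 0.678, was 0.387 among genes with a mean log2 value of at least 5. Apart from the counts over fewer genes and samples, the cause was not tested.
The DESeq2 test set for tables of counts, centring on the housekeeping genes and the pseudocount of 0.1 were not run, and Pik3c2g gave no value with a floor of 20, since both groups lie under it. Genes with a mean log2 value under 5 gave no value with that filter, and the background genes gave none over the 141 genes or in the negative binomial regression. The depth limits the genes with few counts: a background gene had a median of 2 to 3 counts in pan replicates 1 to 3.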

Differences from the paper's values

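The paper reports 3 genes higher with C1 than with vehicle, and 0 passed an adjusted p of 0.05 here. Among the alternatives set before the data were examined, the gap closed to 2 genes with a mean-dependent prior variance, which called Oasl1 and Alox15, and stayed open under the others, of which the filter on a mean log2 value of at least 5 called 1 gene, Ptger4.
The paper gives a log2 fold change above 1.2 for the genes it names. For Ptger4 with pan it was 0.74 here against the paper's 1.2. Among the alternatives set before the data were examined that change this value, only leaving out pan replicate 3 brought it within the spread between samples (0.89). For Ptger4 with C1 it was 0.85 against the paper's 1.2, and for Oasl1 with C1 it was 0.59 against the paper's 1.2. Among the alternatives set before the data were examined, none that changed the log2 fold change closed either gap. One alternative of that kind read the paper's 1.2 as a fold change, and on that scale Ptger4 with pan (1.67), Ptger4 with C1 (1.81) and Oasl1 with C1 (1.51) were above it. With background subtracted, chosen after seeing the values, Ptger4 reached 1.06 with pan and 1.14 with C1, and with the negative binomial regression of background-subtracted counts, also chosen after seeing the values, it reached 1.15 and 1.13. The authors' deposited log2 fold change of Oasl1 is 0.592, which is below 1.2 as a log2 fold change and above 1.2 as a fold change.
The paper calls Il1a and Ptger4 higher with pan, and Ptger4, Tlr3 and Oasl1 higher with C1. None of these passed an adjusted p of 0.05 here, and every one had the paper's direction. Il1a passed it with log2 total count as a covariate (1.35), chosen after seeing the values. The negative binomial regression of the recovered counts, with and without background subtraction and also chosen after seeing the values, called all of these genes. Its share of false calls in simulated tables was 25.7% for pan and 25.6% for C1, and other splits of the samples often gave as many calls. Of the 35 splits, 16 gave at least the 5 genes of pan and 15 at least the 6 with background subtracted, and 4 gave at least the 25 or 26 of C1.
The paper's discussion states that only pan raised Tnfaip3 transcripts, while its results state a rise of TNFAIP3 and EP4 transcripts with both agonists. Tnfaip3 did not pass an adjusted p of 0.05 with C1 here either, at a log2 fold change of 0.86, but it was called by the negative binomial regression of background-subtracted counts (1.03), chosen after seeing the values.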

Other observations

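The tests of gene lists and the correlation of pan and C1 fold changes were set in advance. So were the limma comparisons, the fits that left out one sample and the alternatives described above as set before the data were examined. The other tests in this part were chosen only after the result was seen, and that of the NF-kB target genes without Il1a and Tnfaip3 was chosen after the whole list had been tested, before its own result was seen.
The authors' deposited fold changes differ from the differences of the mean log2 values, by a median of 0.070 with pan and 0.023 with C1 over 141 genes. A candidate explanation is a ratio of arithmetic means after one background level per group was subtracted. With 2 fitted levels per table, the median deviation was at most 0.00152, and 111 genes with pan and 119 with C1 were within 0.01, against 16 and 42 for the differences of mean log2 values. The vehicle level, fitted separately, was 15.1 normalized counts in the pan table and 15.2 in the C1 table, and the treated levels were 5.22 and 10.8. The mean of the background genes was 12.4 with vehicle, 8.27 with pan and 10.9 with C1. No biological explanation applies.
The background genes were lower with pan than with vehicle, with a median log2 fold change of -0.645 and 82.2% of them lower. With C1 the median was -0.13. Whether the lower background accounts for the lower calls of Ifng, Mbl2 and H2-Ea-ps with pan cannot be told apart from a change of these genes. They had 1 or 2 counts in pan replicates 1 to 3, and background subtraction puts each of them at the floor in 4 of 4 pan samples. Their log2 fold changes of -2.40, -1.59 and -1.77 were below the median of the background genes. The annotation of H2-Ea-ps is that of a class II antigen E alpha pseudogene. Of the 7 fits that left out one sample, Ifng passed in 7, Mbl2 in 1 and H2-Ea-ps in 0. Ifng and Mbl2 had the same values with pan (2.93 ± 0.359 normalized counts, SD, n = 4). In pan replicates 1 to 3 both stood at 1 count, the lowest in these samples. Their small SD there therefore reflects the value of 1 count, and the repeated passing of Ifng rests partly on it. With C1, Ifng (-1.54, standard error 0.36) and H2-Ea-ps (-1.47, standard error 0.36) were also lower in 4 of 4 samples, without passing an adjusted p of 0.05. An effect of treatment stays open.
Tlr3 rose with the log2 total count across the 11 samples (Pearson r = 0.92, permutation p = 4.5e-04; Spearman rho = 0.80, permutation p = 0.0044). Of 5 genes examined in the same way, only Tlr3 passed after adjustment (adjusted p = 0.00225). For Oasl1, r was 0.57 with all samples, 0.87 without the 2 samples with the highest totals and 0.18 after the group means were removed. For Tlr3, r was 0.91 without these 2 samples and 0.87 after the group means were removed. The difference of C1 from vehicle was 0.256 (standard error 0.27) with log2 total count as a covariate, which is consistent with a trend of Tlr3 with depth. Its slope ranked 3 of 248 genes, and 0 genes had a slope past an adjusted p of 0.05 (41 at an unadjusted p under 0.05). The age label and the treatment vary together with depth, so an effect of C1 on Tlr3 stays open.
The 26 genes at an unadjusted p under 0.05 with C1 were matched or exceeded in 3 of the 35 splits of the 7 samples. All 35 splits gave at least 0 genes past an adjusted p of 0.05, so that count tests nothing.
The NF-kB target genes were higher with pan in camera (21 genes, median log2 fold change 0.04, 12 higher, adjusted p = 0.00155). Among genes with a mean log2 value of at least 5, the list kept 6 genes, Il1a and Tnfaip3 included. Their median was 0.69 and 5 were higher (adjusted p = 1.0e-04 from camera). Without vehicle replicate 3 the median of the whole list was 0.18. The list holds Il1a and Tnfaip3, which the study picked from these samples, and without both its adjusted p was 0.084, consistent with these 2 genes carrying the list. With C1 the median was 0.22 (adjusted p = 0.383). The 5 genes the paper names had medians of 0.74 with pan and 0.85 with C1 (adjusted p = 1.4e-04 and 7.9e-05 from camera), but they were chosen on these samples. Under fry only the list of the 5 genes passed, with both treatments. The other lists did not pass with all samples. Their medians with pan and C1 were -0.08 and -0.02 for 16 interferon-stimulated genes, 0.21 and -0.02 for 3 NF-kB subunits, -0.75 and -0.08 for 11 prostanoid pathway genes, -0.44 and 0.14 for 16 macrophage genes, and -0.46 and -0.36 for the 3 TNFAIP3-regulated genes. These medians depend on single samples. Without vehicle replicate 1, the macrophage genes had -0.69 with pan and passed (adjusted p = 0.0254 from camera), and the TNFAIP3-regulated genes had -1.08 with pan. Without vehicle replicate 3 the latter had -0.06 with pan and 0.04 with C1. With pan, the prostanoid pathway genes had -0.47 without pan replicate 3, the NF-kB subunits 0.04 and the NF-kB target genes -0.03 without pan replicate 2, and the interferon-stimulated genes 0.11 without pan replicate 1. With C1, the macrophage genes had -0.04 without vehicle replicate 1 and the prostanoid pathway genes 0.13 without vehicle replicate 2. The median of all 248 genes was -0.20 with pan and -0.02 with C1. A list of MHC class II genes had fewer than 3 genes on the panel and was not tested.
The log2 fold changes of pan and C1 correlated across genes, which are not independent replicates. Both comparisons share the vehicle samples, and the central 95% of simulations without any change lay between 0.449 and 0.675 over all genes. The measured 0.678 lies just above this interval, and it was 0.589 without pan replicate 4 and 0.776 without vehicle replicate 1. A shared response cannot be told apart from the shared samples. Among genes with a mean log2 value of at least 5 the correlation was 0.387, within the central 95% of the simulations (0.348 to 0.733), so the shared samples may account for it.
Of the genes the discussion names as regulated by TNFAIP3, Ccl5 had log2 fold changes of -1.20 with pan and -1.12 with C1 (adjusted p = 0.298 and 0.436 from limma), and 3 of 4 samples of each treatment were below the lowest vehicle sample. Ccl2, Ccl5 and Il12a all belong to the background genes. Between C1 and pan, Il15 was higher with C1 by 0.80 (standard error 0.17, adjusted p = 0.150 from limma), in 4 of 4 samples. Il15 passed an adjusted p of 0.05 under 7 of 22 alternatives, among them no moderation, the filter on a mean log2 value of at least 5 and the floor of 20 normalized counts, and 4 of the 7 were chosen after seeing the data. Pik3c2g did under 2 of 17. Cd4, Oasl1 and C1qa were higher with C1 by 1.44, 0.71 and 0.77, none past an adjusted p of 0.05. No explanation was tested for these genes.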
